# Deregulation of neuronal miRNAs induced by amyloid-β or TAU pathology

**DOI:** 10.1186/s13024-018-0285-1

**Published:** 2018-10-12

**Authors:** Annerieke Sierksma, Ashley Lu, Evgenia Salta, Elke Vanden Eynden, Zsuzsanna Callaerts-Vegh, Rudi D’Hooge, David Blum, Luc Buée, Mark Fiers, Bart De Strooper

**Keywords:** Alzheimer’s disease, microRNA, miRNA-seq, In situ hybridization, miR-mimic

## Abstract

**Background:**

Despite diverging levels of amyloid-β (Aβ) and TAU pathology, different mouse models, as well as sporadic AD patients show predictable patterns of episodic memory loss. MicroRNA (miRNA) deregulation is well established in AD brain but it is unclear whether Aβ or TAU pathology drives those alterations and whether miRNA changes contribute to cognitive decline.

**Methods:**

miRNAseq was performed on cognitively intact (4 months) and impaired (10 months) male APPtg (APP^swe^/PS1^L166P^) and TAUtg (THY-Tau22) mice and their wild-type littermates (APPwt and TAUwt). We analyzed the hippocampi of 12 mice per experimental group (*n* = 96 in total), and employed a 2-way linear model to extract differentially expressed miRNAs. Results were confirmed by qPCR in a separate cohort of 4 M and 10 M APPtg and APPwt mice (*n* = 7–9 per group) and in human sporadic AD and non-demented control brain. Fluorescent in situ hybridization identified their cellular expression. Functional annotation of predicted targets was performed using GO enrichment. Behavior of wild-type mice was assessed after intracerebroventricular infusion of miRNA mimics.

**Results:**

Six miRNAs (miR-10a-5p, miR-142a-5p, miR-146a-5p, miR-155-5p, miR-211-5p, miR-455-5p) are commonly upregulated between APPtg and TAUtg mice, and four of these (miR-142a-5p, miR-146a-5p, miR-155-5p and miR-455-5p) are altered in AD patients. All 6 miRNAs are strongly enriched in neurons. Upregulating these miRNAs in wild-type mice is however not causing AD-related cognitive disturbances.

**Conclusion:**

Diverging AD-related neuropathologies induce common disturbances in the expression of neuronal miRNAs. 4 of these miRNAs are also upregulated in AD patients. Therefore these 4 miRNAs (miR-142a-5p, miR-146a-5p, miR-155-5p and miR-455-5p) appear part of a core pathological process in AD patients and APPtg and TAUtg mice. They are however not causing cognitive disturbances in wild-type mice. As some of these miRNA target AD relevant proteins, they may be, in contrast, part of a protective response in AD.

**Electronic supplementary material:**

The online version of this article (10.1186/s13024-018-0285-1) contains supplementary material, which is available to authorized users.

## Background

Declarative memory impairment (i.e. deficits in remembering facts and events) is one of the most prominent and progressive neuropsychological hallmarks of Alzheimer’s disease (AD), yet it remains unknown how the neuropathological processes in AD give rise to these mnemonic disturbances. As genetic mutations in familial AD patients occur only in genes linked to amyloid-beta (Aβ) processing, a central and initiating role for Aβ has been postulated, yet the degree of amyloidosis correlates poorly with the extent of cognitive impairment [1]. Conversely, the spreading of neurofibrillary tangle (NFT) pathology corresponds robustly with clinical AD progression [2], but no pathogenic mutations for AD have been found in the TAU gene (MAPT) up to date.

Sporadic AD patients present with predictable patterns of progressive declarative memory impairment, yet they can exhibit highly divergent neuropathological profiles with different degrees of Aβ plaque load, cerebral amyloid angiopathy, severity of brain atrophy and degree of NFT formation and spread [3, 4]. Similarly, mouse models of AD with amyloidosis profiles or TAU inclusion pathology display overlapping profiles of hippocampus-dependent memory deficits, including progressive declarative memory impairments [4–7]. It is noteworthy that in AD mouse models the memory impairments are claimed to precede or occur independently of neuron loss. These clinical and preclinical observations suggest that despite diverging initiating factors, Aβ and TAU pathologies might converge onto common pathways, ultimately leading to the induction of memory deficits.

Given the vast amount of literature demonstrating altered microRNA (miRNA) expression in AD patients [8, 9] and their abundance in the brain and the synaptic compartment [10, 11], it could be assumed that miRNA deregulation play a central role in AD-related cognitive impairments [12]. Whereas some miRNAs may directly contribute to the formation of AD neuropathology by regulating expression of key AD-related genes, such as APP, BACE1 or MAPT [13], others regulate the synaptic environment, by altering dendritic branching, neurite outgrowth and spine morphology [14–17]. miRNAs can be generated in response to synaptic activity [14, 15, 18, 19] and modulate the maintenance of long-term potentiation [14], which is considered the neurophysiological substrate of memory formation [20]. Obviously, it is also possible that miRNA changes are associated with inflammatory or other disease-related processes and it is impossible to exclude a priori whether alterations in miRNA expression have protective or disease causing effects.

The current study explores whether miRNA disturbances are associated with the progressive memory impairments in AD. miRNAseq on mouse models of amyloidosis (APPtg (APP^swe^/PS1^L166P^) [21]) and TAU pathology (TAUtg (THY-Tau22) [22]) and their wild-type littermates (APPwt and TAUwt), before and after the onset of cognitive impairments, identified six miRNAs involved in neuronal and synaptic dysfunction that were commonly deregulated, yet most strongly in APPtg mice. A similar upregulation was confirmed for four miRNAs, i.e. miR-142a-5p, miR-46a-5p, miR-155-5p and miR-455-5p in AD brain. Despite the clear correlation with disease progression, we could not establish an unequivocal link between changes in miRNA level and cognitive behavior in wild-type mice. Therefore, these miRNA are likely not directly causative to cognitive decline in AD. We discuss alternative possibilities how these miRNA could be involved in AD.

## Methods

### Mice

All animal experiments were conducted according to protocols approved by the local Ethical Committee of Laboratory Animals of the KU Leuven (governmental licence LA1210591, ECD project number P202–2013) following governmental and EU guidelines. APPtg (APP^swe^/PS1^L166P^ [21]) mice express *APP*^*Swe*^ and *PSEN1*^*L166P*^ transgenes under the *Thy1.2* promoter; TAUtg (THY-Tau22 [22]) mice, express the 412 aa isoform of the human 4-repeat *MAPT* gene containing the G272 V and P301S mutation under the *Thy1.2* promoter. All mice have been backcrossed to C57BL/6 J for more than 9 generations. Male mice (transgenic (tg) and wild-type (wt) littermate controls) were sacrificed at 4 months (4 M, average 123.8 days, SD 1.84 days) or 10 months of age (10 M, average 299.8 days, SD 2.22 days), giving rise to 8 experimental groups (*n* = 12 per group): APPwt 4 M, APPwt 10 M, APPtg 4 M, APPtg 10 M, TAUwt 4 M, TAUwt 10 M, TAUtg 4 M, TAUtg 10 M. An independent cohort of 4 M and 10 M APPtg and APPwt littermates (*n* = 7–9/group) was used for qPCR validation. Following cervical dislocation, both left and right hippocampi were microdissected and snap-frozen in liquid nitrogen. Samples were stored at -80 °C.

### Human samples

Hippocampal tissue samples were obtained from the London Neurodegenerative Diseases Brain Bank and collected in accordance to British legislation and their ethical board [23]. The human study was evaluated and approved by the ethical committees of Leuven University and UZ Leuven [23].

### RNA extraction

The left hippocampus was homogenized in TRIzol (Invitrogen, Carlsbad, CA, USA) using 1 ml syringes and 22G/26G needles and purified on mirVana spin columns according to the manufacturer’s instructions (Ambion, Austin, TX, USA). RNA purity (260/280 and 260/230 ratios) and integrity was assessed using Nanodrop ND-1000 (Nanodrop Technologies, Wilmington, DE, USA) and Agilent 2100 Bioanalyzer with High Sensitivity chips (Agilent Technologies, Inc., Santa Clara, CA, USA) and Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), respectively (see Additional file 1: Table S1).

### Library construction, sequencing and mapping

The miRNA library was prepared by the Genomics Core (UZ Leuven) using Illumina TruSeq Small RNA Sample Prep Kit (Illumina, San Diego, CA, USA), adding 2 μl of 50% PEG8000 in the 3′ ligation and with 13 cycles of cDNA amplification. Library construction of 96 samples was performed in 4 different batches of 24 samples, with 1–5 samples per experimental group within each batch. Three libraries were pooled and all RNAs between 5 and 40 bps in length were selected using the BluePippin (Sage Science, Beverly, MA, USA). Equimolar concentrations of 8 pools of 3 samples were loaded per lane and 4 lanes in total were used to sequence 50 bps single-end reads using the Illumina HiSeq 2500 (Illumina, San Diego, CA, USA).

Raw reads were trimmed with Flexbar (version 2.5.35, [24]) and filtered to remove unwanted adaptors, low-quality reads and reads with ambiguous nucleotides. Reads with ≥15 nucleotides were mapped to the mm10/GRCm38 *Mus musculus* assembly using Bowtie2 (version 2.2.1, [25]) allowing 1 mismatch. Stranded miRNA read counts were produced by FeatureCounts from the Subread package (version 1.4.4, [26]) using the miRBase gff3 annotation file (version 20, [27]).

### Data pre-processing and differential expression analysis

We found in 2 of the 12 mice in the APPtg 10 M group a 46% lower expression levels of hsa-APPswe, a 26% lower expression of hsa-Psen1L166p and a 24% reduction in mmu-Thy1 gene, whose promoter drives the expression of the transgenes, compared to the other APPtg 10 M mice. In the absence of an explanation, these two mice were excluded from all further analyses (data not shown).

miRNAs with an average of raw read counts < 5 were discarded, leaving 644 miRNAs for differential expression (DE) analysis. Non-biological variation was removed by the *removeBatchEffect* function from limma package 3.22.7 Bioconductor/R [28], preserving biological variation of genotype, age and their interactions in a generalized linear model for the APPtg and TAUtg dataset combined, as well as separately, while removing technical effects such as batch effect, RNA extraction group effects, RNA concentration effects. DE analysis was conducted using a 2-way interaction model (age, genotype, age*genotype) and performing Benjamini-Hochberg *p*-value adjustment for multiple testing. All miRNAseq data has been submitted to the GEO database under accession number GSE110743.

### Functional assessment of miRNA targets

Predicted miRNA targets were obtained from TargetScan Mouse v7.1. Gene Ontology (GO) category overrepresentation among predicted targets for each upregulated miRNA was assessed using the unranked option in GOrilla [29]. Only GO categories with > 5 predicted targets overlapping were considered for the analysis, using FDR-corrected p-value < 0.05 for significance.

### Reverse transcription and real time PCR

One hundred ng of RNA was used for reverse transcription of miRNAs using the miRCURY LNA™ Universal cDNA synthesis kit II (Exiqon, Denmark). Real time semi-quantitative PCR used ExiLENT Sybr Green master mix kit and LNA PCR primers (Exiqon, Denmark). Cp (crossing points) were determined by using the second derivative method. Fold changes were calculated with the ΔΔCt method (Livak & Schmittgen, 2001) using the geometric mean of mmu-let7g-5p and mmu-miR-23b-3p as normalizer.

### Protein extraction, ELISA, western blotting and correlation analyses

The right hippocampi (*n* = 5–6/group) of our miRNAseq mouse samples were homogenized using a mechanical homogenizer, Fastprep tubes and T-PER Tissue Protein Extraction Reagent (#78510, Thermo Fisher Scientific, Belgium) with phosphatase (P0044 and P5726, Merck, Germany) and cOmplete protease inhibitors (#11836145001, Roche/Merck, Germany). The soluble proteins were separated from the insoluble pool by collecting the supernatant after ultracentrifugation (1 h, 4 °C, 55000 rpm; TLA 100.4 rotor, Beckman Coulter, France). For insoluble Aβ extraction, the pellet was resuspended in 2 volumes (vol: wet weight of tissue) of GuHCl (6 M GuHCl/50 mM Tris-HCl, pH 7.6) with cOmplete protease inhibitors and sonicated for 30s. After 1 h incubation at 25 °C and ultracentrifugation (20 min, 70.000 rpm, 4 °C; TLA 100.4 rotor, Beckman Coulter, France), the supernatant is diluted 12× in GuHCl diluent buffer (20 mM phosphate, 0.4 M NaCl, 2 mM EDTA, 10% Block Ace, 0.2% BSA, 0.0% NaN3, 0.075% CHAPS, pH 7.0) with cOmplete protease inhibitors. Both soluble and insoluble protein fractions were used for detection of human Aβ40 and Aβ42 by standard sandwich ELISA as described before [30].

For detection of total and phosphorylated TAU, the soluble protein fractions were diluted in 1× SDS-PAGE loading buffer with 5% β-mercaptoethanol, boiled (5 min at 96 °C) and briefly centrifuged. Electrophoreses was performed with 7.5 μg (total TAU) or 15 μg (phosphorylated TAU) of protein on NuPAGE Novex 4–12% Bis-Tris gels (Life Technologies, Thermo Fisher Scientific, Belgium), and after transfer, nitrocellulose membranes were blocked for 1 h in blocking solution (5% milk powder in 0.1% TBS-Tween20). Antibody incubation was performed in blocking solution; for the primaries (mouse TAU-5 (total TAU, 1/1000; Ab80579, Abcam, UK); AT8 (1/500; MN1020) and AT270 (1/500; MN1050, Pharmingen, BD Biosciences, Belgium); β-actin (1/100.000; A5441, Sigma-Aldrich, Belgium)) overnight at 4 °C, and for the secondary (goat anti-mouse, 1/10.000; 170–6516, Bio-Rad, USA) for 1 h at room temperature. Blots were developed using chemiluminescence (Perkin Elmer, USA) and normalized to β-actin expression.

Given that not all data was normally distributed, Spearman correlation analysis and False Discovery Rate (FDR) *p*-value adjustment (padj) was performed between the mouse miRNAseq-derived and normalized miRNA expression values, ELISA-based soluble and insoluble human Aβ40 and Aβ42 levels and immunoblotting-based total TAU and phosphorylated TAU levels. The same was done for the human qPCR-based miRNA expression values (this study) and the immunoblotting-based levels of total TAU, AT8, AT270, full length APP, soluble APPβ, and APP C-terminal fragments (CTFs) in the same samples, which were analyzed in a previous study [31].

### In situ hybridization for miRNAs and immunofluorescence

In situ hybridization (ISH) probes (Ribotask and Exiqon, Denmark) against the mature sequence of miRNAs [32–34] were used (Additional file 1: Table S1). Slices (50 μm) of 4% paraformaldehyde perfused mouse brain (APPtg 4 M, APPtg 10 M, APPwt 4 M, APPwt 10 M) were mounted, dried at room temperature (RT), post-fixed with 4% ice-cold paraformaldehyde, heated 3× to boil in the microwave in sodium citrate buffer (10 mM, 0.05% Tween 20, pH 6.0), washed in methylimidazole buffer (2 × 10 min; 0.13 M 1-methylimidazole, 300 mM NaCl, pH 8.0) and fixed with EDC (0.16 M, pH 8.0) in methylimidazole buffer for 1.5 h at 25 °C in a humidified chamber using hybridization covers. After PBS washes, slides were acetylated (1 min, RT) and pre-hybridized (1 h) in hybridization solution (50% formamide, 5xSSC, 1× Denhardt’s solution and 500 μg/ml yeast t-RNA for Ribotask probes). miRNA or scrambled probes (40 nM) were linearized in hybridization buffer (4 min, 94 °C). Sections were hybridized (1.5 h, for temperature see Additional file 1: Table S1). Following stringency washes (at hybridization temperature: 3 × 0.2xSSC and 1 × 0.5xSSC; at RT 1× 2xSSC), slides were incubated with 3% H_2_O_2_ (7 min, RT), and in blocking buffer 1 (1 h, RT; 0.1 M Tris-HCl, 0.15 M NaCl, 0.5% Blocking Reagent (Roche Diagnostics, Belgium) and 0.5% BSA). Subsequently, sections were incubated (1 h, RT) with anti-fluorescein HRP-conjugated antibody (Roche Diagnostics, Belgium) in blocking buffer 1 and developed with TSA Plus Fluorescein reagent (8 min, RT; Perkin Elmer, USA).

Antibodies 6E10 (1/150, Biolegend, USA, #803002), GFAP (1/200, Dako-Agilent, USA, #Z033401) were used for immunofluorescence. Sections were blocked with blocking buffer 2 (1 h, RT; 5% normal goat serum in 0.2% PBS-TritonX 100). Primary antibodies were incubated overnight at 4 °C (6E10) or for 2 h (GFAP) at RT in incubation solution (0.5% goat serum in 0.2% PBS-T), followed by incubation with the secondary antibody (2 h, RT). DAPI counterstain (10 min, RT; 1/5000, Sigma-Aldrich, Belgium, #D9542) was performed and mounting was carried out in mowiol. Images (z-stacks) were acquired using a Nikon A1R Eclipse Ti confocal microscope.

### Intracerebroventricular injections and behavioral experiments

Male mice (C57BL/6 J, 18–26 weeks old, *n* = 9–12 per treatment group) were implanted with a guide cannula in the lateral ventricle (from bregma AP: − 0.1 mm, ML: − 1.0 mm, DV: − 3.0 mm) under isoflurane anesthesia (5% induction, 2–2.5% maintenance). Mice were infused 1× per week with 2 μl of miR-mimic or negative control oligonucleotide (mature sequence, based on *C. elegans* cel-miR-67: UCACAACCUCCUAGAAAGAGUAGA (miRbase ID: MIMAT0000039) Dharmacon, GE Healthcare, Belgium) mixed in a 1:1 ratio with lipofectamine 2000 (Thermo Fischer Scientific, Belgium).

A titration experiment (*n* = 2 per dose) was performed to determine an adequate dose of miR-mimic infusion (Dharmacon, GE Healthcare, Belgium), i.e. not exceeding 100-fold overexpression after 1 week of infusion (see Additional file 2: Figure S1). MiR-mimic treated mice were sacrificed either 1 week or 48 h after infusion via cervical dislocation and the expression levels of the appropriate miRNA were assessed in the right hippocampus using semi-quantitative PCR (see above). The degree of miRNA overexpression in the miR-mimic treated mice was expressed as fold change compared to equimolar or higher concentrations of negative control-treated mice (i.e. 150 pmol miR-mimic against 150 pmol control; 75 & 15 pmol miR-mimic against 75 pmol control; 1.5 to 0.0015 pmol miR-mimic against 1.5 pmol control oligonucleotide).

For the behavioral experiments mice were subjected to either 3wks (individual miRNAs) or 7 wks (miR-mix) of miR-mimic overexpression followed by behavioral assessment (see Fig. 4a), splitting the mice over four separate batches of behavioral experiments: miR-142a (15 pmol) vs negative control (15 pmol); miR-146a (15 pmol) & miR-155 (1 pmol) vs negative control (15 pmol); miR-10a (0.1 pmol), miR-211 (0.1 pmol) & miR-455 (0.15 pmol) vs negative control (0.15 pmol); miR-mix (31.35 pmol) vs negative control (31.35 pmol). Behavioral assessment was performed using the open field, T-maze, context- and cue-dependent fear conditioning, Morris Water Maze (MWM), novel object recognition (NOR) and social preference/social novelty test (SPSN). Mice were sacrificed by cervical dislocation 7 days after the last injection and hippocampi were dissected, snap frozen and stored at − 80 °C, before processing samples for semi-quantitative PCR (see above).

### Locomotion and anxiety-like behavior

After 30 min dark adaptation, the mouse was placed in a brightly lit (465 lx) 50 × 50 cm square arena of transparent plexiglass, 1 min habituation and 10 min recording [35]. Mice were tracked in the arena with ANY-maze^tm^ Video Tracking System software (Stoelting Co., IL, USA), recording total path length (locomotor behavior) and time spent and number of entries in the corners (7 × 7 cm), walls and center circle of the open field (anxiety-like behavior).

### Spatial working memory

The mouse was placed in the start arm of the T-maze and free to enter the left or right arm (familiar arm), after which the other arm (novel arm) was blocked. After 30 min, the mouse was re-introduced into the maze with all arms accessible, and the total path length, number of entries and total time spent in each arm was recorded using ANY-maze^tm^ software.

### Fear conditioning

Mice were habituated to the contextual fear response (CFR) cage (StartFear cage, Panlab, Cornella de Llobregat, Spain) for 5 min. Context- and cue-dependent fear conditioning was induced on day 2 by presenting 2 conditioned stimuli (i.e. 30s tone, 4 kHz, 80 dB, inter-stimulus interval 1 min) which co-terminated with a 2 s 0.3 mA foot shock [36]. Freezing behavior was recorded 24 h later (sensitive Weight Transducer System (Panlab, Cornella de Llobregat, Spain)) as a proxy for memory retention in the conditioned context (no lights, grid floor, ethanol-based odor for 5 min), and in a novel context (lights on, white plastic floor and mint odor, 3 min) and in combination with the auditory cue (3 min).

### Spatial learning

Mice were trained for 2 × 5 days in a 150 cm circular Morris water maze (MWM) pool filled with opaque (non-toxic white paint) water (26 °C) [35], where a 15 cm round platform was submerged in a fixed position 1 cm below water level. Daily training session consisted of 4 trials (15-30 min intervals) starting from 4 randomized starting positions. Mice that failed to locate the platform within 2 min, were gently guided to the platform and left there for 10s. Probe trials were conducted on day 6 and 12 during the 10-day training period, where the platform was removed from the pool and mice swam freely for 100 s. ICV injections were administered after the probe trial. Mice were tracked with EthoVision tracking equipment and software (Noldus, Wageningen, the Netherlands), calculating escape latency, path length and swimming velocity during training, and, during the probe trial, time spent in each quadrant and latency to first enter the target quadrant and target position.

### Recognition memory

In the novel object recognition (NOR), mice were presented for 10 min with 2 randomized identical objects (blue or yellow LEGO® blocks built in different ways, a liquid filled 50 ml falcon tube or a Playmobil® Christmas tree) placed 10 cm from the corners on the diagonal line of the open field arena. After 1 h, the left or right object was replaced by a different object. Exploration lasted 5 min and was scored manually for each object, being defined as directing its nose to the object (< 1 cm distance) and/or touching the object with its nose. Memory performance was calculated by the D2 discrimination index: (time spent exploring novel object – time spent exploring the familiar object)/ total time spent exploring both objects [37].

### Sociability/preference for social novelty test

Sociability and social memory were assessed in the social preference/social novelty test (SPSN), as described in [38]. In short, a test mouse was placed in the middle compartment of a 3-compartment transparent Plexiglas arena (94x28x30 cm), divided by manually guided sliding doors. After 5 min habituation, a stranger mouse was placed in a cylindrical cup in the left or right compartment, and the test mouse could explore all 3 compartments for 10 min during this sociability trial. Subsequently, during the social novelty test a second stranger mouse was placed in a cylindrical cup in the free compartment (left or right) and the test mouse could again explore all 3 compartments for 10 min. Using nose tracking and a virtual 5 cm perimeter around the cylindrical cups holding the stranger mouse, social exploration and distance travelled was assessed using ANY-maze^tm^ software.

## Results

Hippocampi from APPwt, APPtg, TAUwt and TAUtg mice were harvested at 4 months (4 M) and 10 months (10 M) of age, yielding 8 experimental groups. At 4 M APPtg mice show modest levels of soluble and insoluble Aβ40 and Aβ42, which drastically exacerbates at 10 M of age (see Additional file 3: Fig. S2A), which is in line with earlier reports [21]. Although TAU tangle-like pathology does not occur until 12 M in TAUtg mice, levels of total TAU and phosphorylated TAU are similarly increased in 4 M and 10 M mice compared to TAUwt mice, as measured by AT8 and AT270 (see Additional file 3: Figure S2C-E). Both mouse models do not demonstrate hippocampal deficits at 4 M [5, 21, 22], yet display very similar hippocampus-dependent memory deficits at 10 M [5].

By using http://scotty.genetics.utah.edu [39] and human AD brain miRNAseq data [40] as pilot data, we calculated that *n* = 12/group and 7 million reads/sample would enable us to detect 55% of miRNAs with a significant (*p* < 0.05) 1.3 fold change and > 75% of miRNAs with 1.5 fold change (p < 0.05). miRNAseq was therefore performed on 96 hippocampal samples (see Fig. 1a for a schematic representation of the workflow), yielding on average 7.7 million raw reads per sample. 

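Small RNA values of the left hippocampus of 94 male mice were analysed. There were 12 mice in each group except APPtg 10 M, where 10 were used because the 2 mice that the paper excluded carry no values in the deposited table. Each library holds 644 miRNAs on a log2 scale, from −4.21 to 16.84, with 0 missing values and 3.42% of values below 0. The authors normalized these values and removed batch, RNA extraction and RNA concentration effects with limma before deposit. The labels do not say which library belonged to which of the 4 library batches. Read numbers per library are not in the table, so the average raw read number that the paper states is the only depth known here. Taken out of log2 and summed over the 644 miRNAs, the values of a library had a median (range) of 1075340 (1043400 to 1173620) in APPwt 4 M and 1057990 (1019360 to 1149370) in APPtg 4 M mice. At 10 M it was 1076550 (946870 to 1166180) in APPwt and 1073130 (1010730 to 1145480) in APPtg mice. In the TAU line it was 1063020 (1005070 to 1126940) in TAUwt 4 M, 1057060 (991642 to 1100570) in TAUtg 4 M, 1094250 (995100 to 1131880) in TAUwt 10 M and 1066440 (992315 to 1144630) in TAUtg 10 M mice. With sums this close to a common total, a difference between groups is a difference in a miRNA's share of all miRNA reads, not in its absolute amount. Every LFC below comes from limma on the deposited values. Age (4 M as 0, 10 M as 1), genotype (WT as 0, TG as 1) and their product were in the model, and padj was taken over all 644 miRNAs.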

Raw reads were mapped back to 644 miRNAs, discarding lowly expressed miRNAs (≤ 5 raw counts across 10 samples).

**Fig. 1:**
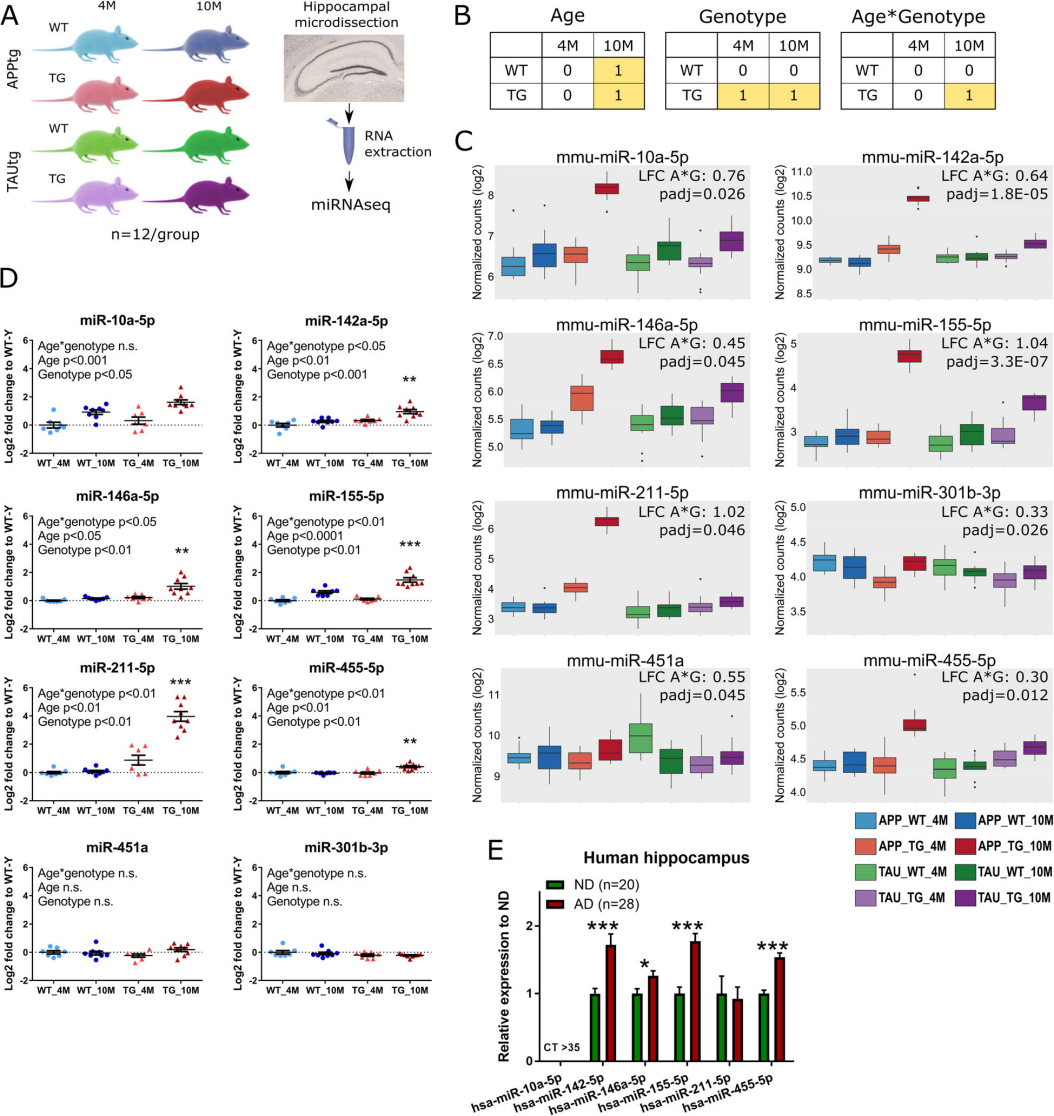
Deregulated miRNAs in hippocampus of APPtg and TAUtg mice and human AD patients. **a**) Experimental design for sequencing using *n* = 12 per experimental group. **b**) Explanation of the 2 × 2 linear model, where those cells labeled with 1 are compared to the cells labeled with 0. In the age comparison, miRNA expression in all 10 month old (M) mice is compared to all 4 M mice. In the genotype comparison, miRNA expression in all transgenic (TG) mice is compared to all wild-type (WT) mice. In the age*genotype comparison, we assess which miRNAs are differentially expressed in the 10 M TG mice compared to all other groups. **c**) The 8 selected miRNAs that became significantly deregulated (FDR-corrected *p*-value< 0.05) in the miRNAseq experiment with increasing pathology and cognitive impairment (age*genotype effect) in APPtg and TAUtg mice combined with more than 20% change. **d**) Validation of 8 deregulated miRNAs in a new cohort of APPtg and APPwt mice at 4 M and 10 M using qPCR (*n* = 7–9/group), expressed relatively to the 4 M WT mice. Significant age*genotype interaction effects were found for miR-142a-, miR-146a-, miR-155-, miR-211- and miR-455-5p, with the 10M TG mice being significantly different from the other 3 groups in Tukey’s post hoc test (**, *p* < 0.01; ***, *p* < 0.001). For miR-10a, significant main effects for age and genotype were found, but no significant age*genotype interaction. miR-451a and miR-301b-3p remained unchanged. **e**) qPCR expression of the 6 validated miRNAs in hippocampus of AD patients and non-demented (ND) controls, demonstrating significant differences for hsa-miR-142-, −miR-146a-, −miR-155- and -miR-455-5p, whereas hsa-miR-10a-5p was too lowly expressed for qPCR assessment (t-test with Benjamini-Hochberg p-value adjustment; *, *p* < 0.05; ***, p < 0.001)

We studied alterations in miRNA expression patterns by using a 2 × 2 linear model (see Fig. 1b). 

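Coded in this way, and with the interaction in the model, the age value of a miRNA is its 10 M minus 4 M difference in WT mice. Its genotype value is the TG minus WT difference at 4 M. Its interaction value is how much larger the TG minus WT difference was at 10 M than at 4 M. For miR-155-5p, for instance, APPtg minus APPwt was 0.15 (SE 0.088) at 4 M and 1.82 (SE 0.092) at 10 M, and the interaction LFC of 1.67 is the gap between them. All 187 LFCs and padj values that Table S2 lists for 104 miRNAs were obtained from this coding with a difference of 0. The main effects can also be coded as the mean over both levels of the other factor. The called miRNAs then went from 50 to 120 for age and from 23 to 104 for genotype in the combined data.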

Through this model we can assess the effects of age, genotype and the age*genotype interaction. The age comparison identifies which miRNAs are differentially expressed between 4 M and 10 M old mice, irrespective of the genotype. In the genotype comparison, we identify which miRNAs are different between WT and TG mice, irrespective of age. In the age*genotype interaction comparison we assess which miRNAs are changed with aging but that are unique to the TG mice only. The latter thus provides insight on miRNA alterations that correlate with the establishment of cognitive impairments and the progression of AD pathology in TG mice.

### miRNAs are progressively deregulated in the age*genotype interaction

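miR-211-5p gave the highest called LFC, 2.27 (SE 0.15, padj = 8.85e-17, n = 46 mice) in the age*genotype interaction of the APPtg data. miR-298-3p gave the lowest, −0.95 (SE 0.23, padj = 0.0109), between 10 M and 4 M APPwt mice. Only 7 called LFCs exceeded 1 in size, and all were rises in an age*genotype interaction. In the combined data they were those of miR-155-5p and miR-211-5p, and in the APPtg data those of miR-211-5p, miR-155-5p, miR-10a-5p, miR-142a-5p and miR-3105-3p. Over the age, genotype and interaction fits of the combined, APPtg and TAUtg data, limma called 187 LFCs of 104 miRNAs, with a median size of 0.253.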

Overall, the significant (adjusted *p*-value after false discovery rate correction (padj) < 0.05) observed changes in miRNA expression are modest (log2-fold change (LFC): − 0.95 - + 2.23), similar to what we reported in AD patients [40]. Combining the APPtg and TAUtg dataset during differential expression analysis highlights miRNAs that are commonly deregulated. Eight miRNAs are significantly up-regulated with more than 20% change (LFC > 0.26) in the age*genotype interaction when both APPtg and TAUtg mice are taken together, although the pattern of deregulation of miR-451a and miR-301b-3p is less outspoken compared to the other six (see Fig. 1c). miR-10a-5p (LFC: + 0.76), miR-155-5p (LFC: + 1.04) and miR-211-5p (LFC: + 1.02) show the highest up-regulation (see Fig. 1c and Additional file 1: Table S2). 

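miR-155-5p, which activated myeloid cells induce, rose most clearly in the combined age*genotype interaction (LFC 1.04, SE 0.15, padj = 3.29e-07, n = 94 mice). miR-142a-5p, a miRNA of blood-derived and microglial cells, rose by 0.64 (SE 0.11, padj = 1.82e-05). miR-211-5p (SE 0.30, padj = 0.0462), from an intron of the channel gene Trpm1, and miR-10a-5p (SE 0.20, padj = 0.0261), from a Hox cluster, rose with wider errors. Their interactions were larger in the APPtg than in the TAUtg data, by 2.25 and 1.25. This fit of both lines counts such a gap as spread between mice. Smaller interactions were those of the red blood cell miRNA miR-451a (0.55, SE 0.16, padj = 0.0450), the NF-κB-induced miR-146a-5p (0.45, SE 0.13, padj = 0.0450), miR-455-5p (0.33, SE 0.087, padj = 0.0261) from an intron of the collagen gene Col27a1, and miR-301b-3p (0.30, SE 0.070, padj = 0.0117). For miR-451a and miR-301b-3p the TG minus WT difference at 4 M was below 0 (LFC −0.40 and −0.27). Their interactions are therefore not in themselves a rise above WT mice at 10 M. Another 5 miRNAs rose by less than 20%: miR-19a-3p (0.24), miR-15b-5p (0.20), miR-339-5p (0.17), miR-23a-3p (0.16) and miR-93-5p (0.12). In all, 13 of 644 miRNAs passed limma's test, all with an interaction LFC above 0. The level of miR-155-5p was 4.73 ± 0.23 (mean ± SD, n = 10) in APPtg 10 M against 2.91 ± 0.27 (n = 12) in APPwt 10 M mice, and 3.64 ± 0.24 in TAUtg 10 M against 2.95 ± 0.29 in TAUwt 10 M mice (n = 12 each). Each of the 10 APPtg 10 M mice lay above all 12 APPwt 10 M mice for miR-155-5p, miR-142a-5p, miR-211-5p, miR-146a-5p and miR-455-5p, as did 9 of 10 for miR-10a-5p. On GRCm38 the hairpins lie at 16:84714140–84714204 (miR-155, in an exon of Mir155hg), 11:87756864–87756927 (miR-142a), 7:64205806–64205911 (miR-211), 11:96317165–96317274 (miR-10a), 11:43374397–43374461 (miR-146a) and 4:63256851–63256932 (miR-455). Written as DNA, the mature miR-155-5p reads TTAATGCTAATTGTGATAGGGGT and miR-211-5p TTCCCTTTGTCATCCTTTGCCT. The myeloid marker list rose as a group (camera padj = 1.05e-05, and 2.89e-04 with an estimated correlation), with 3 of 7 members up (miR-155-5p, miR-142a-5p and miR-146a-5p) and 4 not passing (miR-223-3p, miR-150-5p, miR-150-3p and miR-511-3p). The 3 are among those selected on these same mice, so this is not independent evidence. The red cell list, fixed after Table S2 had been seen, moved up too: miR-451a passed over all miRNAs, and miR-144-3p and miR-144-5p with it when adjusted over the list alone (camera padj = 4.94e-04, but 0.0790 with an estimated correlation). With the mean of miR-144-3p and miR-144-5p, which share its transcript, as a covariate the LFC of miR-451a was 0.11 (SE 0.064, padj = 0.482). Quantile normalization left 2 calls (miR-155-5p and miR-142a-5p), the red cell covariate 4, and leaving out any of 23 single mice 8. The calls of miR-146a-5p, miR-211-5p and miR-451a were lost in 58, 66 and 50 of 94 fits that left out 1 mouse, at padj of up to 0.0806, 0.0812 and 0.0744.

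**Figure D1:**
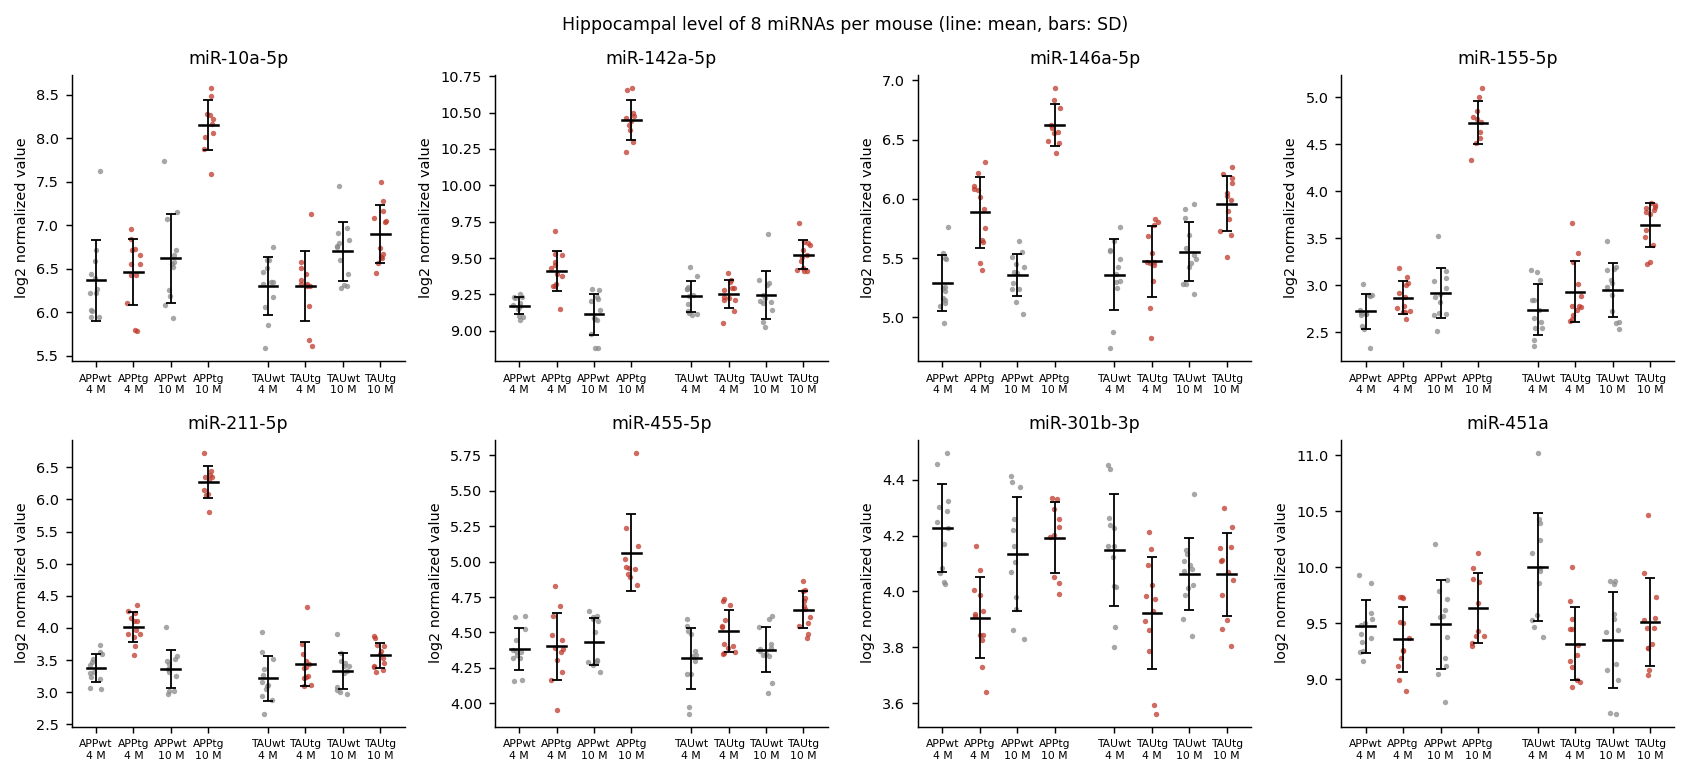
Log2 normalized hippocampal value (y axis) of the 8 miRNAs in each mouse of the 8 groups (x axis; grey WT, red TG; n = 12 per group, 10 for APPtg 10 M); lines are means and bars SD. APPtg 10 M mice stand apart for miR-155-5p (4.73 against 2.91 in APPwt 10 M) but not for miR-451a (9.64 against 9.49).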

Nine out of these 13 miRNA were previously found up-regulated in post mortem AD brains compared to controls [9, 40–46]. 

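None of 644 miRNAs fell in the combined age*genotype interaction at a limma padj under 0.05, against 13 that rose, while 85 had an unadjusted p under 0.05. The closest to a fall were miR-1843a-5p (LFC −0.13, SE 0.039, padj = 0.0578), miR-3970 (−0.74, SE 0.23, padj = 0.0830), miR-495-5p (−0.37, SE 0.12, padj = 0.0884) and miR-3099-3p (−0.17, SE 0.057, padj = 0.0884). The 84 miRNAs of the imprinted Dlk1-Dio3 locus, a cluster expressed mainly in neurons, lay slightly lower as a group (median LFC −0.058, camera padj = 1.43e-06), but this did not pass with an estimated correlation (padj = 0.0994) and 0 members passed singly. A fit with the line (APP or TAU) as a further term called 13 rises and 2 falls.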

Remarkably, no significantly down-regulated miRNAs are observed in the analysis of the two genotypes combined.

The strongest effect appears in APPtg mice in the age*genotype interaction resulting in 18 miRNA that are significantly differentially expressed (Additional file 4: Figure S3). 

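In the APPtg data 13 miRNAs rose and 5 fell in the age*genotype interaction (n = 46 mice, limma, 644 tested). The rises were led by miR-211-5p, followed by miR-155-5p (LFC 1.67, SE 0.13, padj = 1.69e-14), miR-10a-5p (1.44, SE 0.25, padj = 9.22e-05), miR-142a-5p (1.10, SE 0.075, padj = 4.02e-16) and miR-3105-3p (1.04, SE 0.29, padj = 0.0337). miR-146a-5p (0.67, SE 0.13, padj = 0.000696) and miR-455-5p (0.61, SE 0.12, padj = 0.000741) rose as well. The interaction of miR-301b-3p (0.38, SE 0.096, padj = 0.0129) came with a lower value in APPtg than in APPwt mice at 4 M (LFC −0.32). The other rises were miR-32-5p (0.34), miR-339-5p (0.31), miR-27a-3p (0.30), the hypoxia-induced miR-210-3p (0.29, SE 0.059, padj = 0.000696) and miR-93-5p (0.23). Of the falls, miR-495-5p (−0.82, SE 0.16, padj = 0.000368), miR-380-5p (−0.44, SE 0.11, padj = 0.0125), miR-493-5p (−0.37, SE 0.10, padj = 0.0442) and miR-433-3p (−0.21, SE 0.059, padj = 0.0439) come from the Dlk1-Dio3 locus. The remaining fall was miR-3087-3p (−0.60, SE 0.13, padj = 0.00145). The 84 Dlk1-Dio3 miRNAs fell as a group (median −0.14, camera padj = 8.27e-09, and 0.0157 with an estimated correlation), with 4 down and 16 down adjusted over the list alone. Per mouse, the interaction of the neuronal marker mean was −0.076 (SE 0.032) beside −0.113 (SE 0.031) for the Dlk1-Dio3 mean, and that of their difference −0.037 (SE 0.038). The inflammation-induced list, fixed after Table S2 had been seen, rose (2 of 7 up, camera padj = 4.05e-05, and 9.54e-04 with an estimated correlation), with miR-155-5p and miR-146a-5p passing and miR-147-3p and both arms of miR-146b and miR-21a not. The 2 that passed were selected by the paper on these same mice, so this is not independent evidence. The miR-17~92 family, which promotes cell proliferation, rose too (median 0.17, camera padj = 0.0049, and 0.0392 with an estimated correlation). Of its 19 members 1 passed over all miRNAs (miR-93-5p), and 4 were up and 1 down adjusted over the list alone. Of the Hox cluster miRNAs, miR-10a-5p rose and miR-10b-5p did not pass (0.33, SE 0.47, padj = 0.768). miR-32-5p, miR-493-5p and miR-433-3p lost their calls in 27, 25 and 19 of 46 fits that left out 1 mouse. Quantile normalization gave 11 rises and 10 falls. With libraries shifted to a common median the padj with an estimated correlation was 0.0878 for the Dlk1-Dio3 list and 0.206 for the miR-17~92 list.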

Four out of these 18 miRNAs are also significantly differentially expressed due to genotype alone in APPtg mice (miR-211-5p, miR-142a-5p, miR-146a-5p and miR-301b-3p; Fig. 1c). This indicates that their expression is already profoundly affected at 4 M of age and their deregulation exacerbates at 10 M in APPtg.

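At 4 M, miR-211-5p (LFC 0.63, SE 0.10, padj = 3.63e-05), miR-146a-5p (0.59, SE 0.093, padj = 3.63e-05) and miR-142a-5p (0.24, SE 0.052, padj = 0.00515) were already higher in APPtg than in APPwt mice (n = 12 each, limma). miR-301b-3p was lower (−0.32, SE 0.066, padj = 0.00361). Of these 4 miRNAs, shared between 18 calls in the interaction and 6 in the genotype comparison, 3 rose in both, whereas miR-301b-3p fell at 4 M and rose in the interaction. miR-542-3p (0.46, SE 0.12, padj = 0.0494) and miR-152-3p (0.23, SE 0.052, padj = 0.0104) rose at 4 M but had no interaction call. Both comparisons use the same 4 M mice. Lists of these lengths drawn independently would share 0.168 miRNAs. With the 4 M mice split between the comparisons (13 and 2 calls), miR-146a-5p and miR-211-5p were still shared. For miR-301b-3p a low value at 4 M enters both comparisons with opposite sign, so its 2 calls are not separate observations.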

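miR-211-5p grew from an LFC of 0.63 at 4 M to 2.90 (SE 0.11, padj = 1.09e-26) at 10 M in APPtg against APPwt mice. miR-142a-5p went from 0.24 to 1.34 (SE 0.054, padj = 5.08e-25) and miR-146a-5p from 0.59 to 1.27 (SE 0.097, padj = 1.46e-14). All 12 APPtg 4 M mice lay above the APPwt 4 M mean for miR-211-5p and miR-146a-5p, and 11 of 12 for miR-142a-5p. miR-301b-3p took another course. All 12 APPtg 4 M mice lay below the APPwt 4 M mean, and at 10 M the difference was 0.06 (SE 0.070, padj = 0.642), with 7 of 10 APPtg mice above the APPwt mean. miR-155-5p (0.15, padj = 0.492), miR-10a-5p (0.096, SE 0.17, padj = 0.874) and miR-455-5p (0.019, SE 0.085, padj = 0.950) did not pass at 4 M. At 10 M they were higher by 1.82 (padj = 3.39e-21), 1.54 (SE 0.18, padj = 6.89e-09) and 0.63 (SE 0.089, padj = 7.59e-07). miR-451a passed at neither age (−0.12, SE 0.13, padj = 0.754 at 4 M and 0.15, SE 0.13, padj = 0.514 at 10 M).

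**Figure D2:**
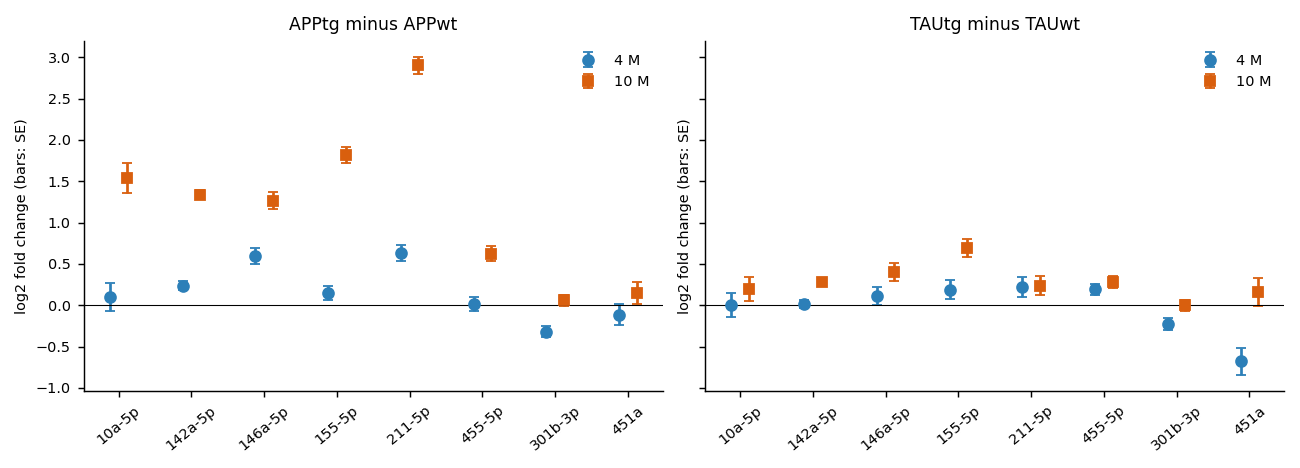
TG minus WT log2 fold change (y axis, bars SE) of the 8 miRNAs (x axis) at 4 M (blue circles) and 10 M (orange squares) in the APP line (left) and the TAU line (right). In APPtg mice miR-211-5p goes from 0.63 to 2.90 and miR-301b-3p from −0.32 to 0.06; in TAUtg mice miR-155-5p reaches 0.69 at 10 M.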

Although 6 out of the 8 miRNA derived from the combined genotype*age interaction (see Fig. 1c) show a similar trend in the TAUtg-specific analysis compared to the APPtg-specific analysis (Fig. 1c and Additional file 1: Table S2), the overall deregulation of miRNAs is rather subtle in the TAUtg model, with no miRNAs reaching significance in the age*genotype comparison.

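No miRNA passed in the TAUtg age*genotype interaction (n = 48 mice). Of 644, 0 had a limma padj under 0.05, the lowest being 0.0967, and 38 had an unadjusted p under 0.05. Library weights gave 6 calls, quantile normalization 1, and leaving out 1 mouse 0 to 2. All 8 selected miRNAs had an interaction LFC above 0, but they were selected with these mice in the fit, so this is not independent evidence. The largest were those of miR-451a (0.84, SE 0.23, padj = 0.0967), miR-155-5p (0.50, SE 0.16, padj = 0.212), miR-146a-5p (0.29, SE 0.16, padj = 0.832), miR-142a-5p (0.26, SE 0.071, padj = 0.0967) and miR-301b-3p (0.22, SE 0.099, padj = 0.580). miR-10a-5p (0.20, SE 0.20, padj = 0.962), miR-455-5p (0.090, SE 0.095, padj = 0.962) and miR-211-5p (0.019, SE 0.17, padj = 0.996) were within 1 SE of 0. The LFC of miR-451a came with that of its neighbour miR-144. The red cell list, fixed after Table S2 had been seen, had a median of 0.746 (camera padj = 8.23e-06, and 0.0222 with an estimated correlation), with 0 of 3 passing over all miRNAs and 3 of 3 adjusted over the list alone. The red cell mean was highest in TAUwt 4 M mice, at 7.51 ± 0.49 against 6.88 ± 0.30 (SD, n = 12 each) in TAUtg 4 M mice. The myeloid list lay higher (median 0.264, camera padj = 9e-05, and 0.0143 with an estimated correlation), with 0 of 7 passing over all miRNAs and 2 of 7 adjusted over the list alone. Of the 7, 3 were selected on these same mice, so this is not independent evidence, and the other 4 had a camera padj of 0.167 (0.231 with an estimated correlation). Tested directly, the interaction was larger in APPtg than in TAUtg mice for miR-211-5p (LFC difference 2.25, SE 0.23, padj = 2.31e-13), miR-10a-5p (1.25, SE 0.32, padj = 0.0243), miR-155-5p (1.17, SE 0.21, padj = 4.60e-05) and miR-142a-5p (0.83, SE 0.10, padj = 6.31e-10). The difference for miR-146a-5p (0.38, SE 0.21, padj = 0.463) and miR-455-5p (0.52, SE 0.16, padj = 0.0745) did not pass. Across the 644 miRNAs, which are not independent replicates, the APPtg and TAUtg interaction LFCs had a correlation of 0.0423. A simulated effect of 0.25 in this interaction was found in 31.0% of cases and an effect of 0.5 in 67.25%. In these simulations 60 of 644 miRNAs were changed at once, by 0.25, 0.5 or 1. With fewer changed miRNAs the adjustment is stricter, so these shares can be too high for the real comparison.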

### A stronger genotype effect in TAUtg mice

When comparing the effect of transgene expression alone in the combined APPtg and TAUtg data set, 23 miRNAs are affected in a statistically significant manner (padj < 0.05, see Additional file 4: Figure S3), but effect sizes are modest with maximal changes for miR-146a-5p (LFC: + 0.36) and miR-147-3p (LFC: + 0.34), or miR-451a (LFC: − 0.40) and miR-301b-3p (LFC: − 0.27). 

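At 4 M, over both lines, 8 miRNAs rose and 15 fell with the transgene among 644 tested with limma (4 groups of 12 mice at 4 M, in a fit of all 94). The inflammation-associated miR-146a-5p (SE 0.091, padj = 0.0173) and miR-147-3p (SE 0.091, padj = 0.0247) rose most, followed by the X-linked miR-542-3p (0.32, SE 0.087, padj = 0.0247), miR-7b-5p (0.24, SE 0.072, padj = 0.0399) and miR-344d-3p (0.19, SE 0.050, padj = 0.0247). miR-152-3p (0.18), miR-203-3p (0.16) and miR-26b-5p (0.11) rose by less. Among the falls, miR-301b-3p had the lowest padj (SE 0.049, padj = 1.46e-04), and miR-451a the largest size with a wide error (SE 0.11, padj = 0.0256). Of the activity-regulated cluster of miR-132 and miR-212, miR-212-5p fell by 0.26 (SE 0.078, padj = 0.0397) and miR-212-3p by 0.12 (SE 0.036, padj = 0.0446). The list, fixed after Table S2 had been seen, moved with a preset correlation only (camera padj = 0.0250, 0.221 with an estimated correlation). From the Dlk1-Dio3 locus 7 of 84 fell: miR-1197-3p (−0.21), miR-544-3p (−0.17), miR-433-5p (−0.16), miR-666-5p (−0.13), miR-758-3p (−0.13), miR-431-3p (−0.11) and miR-434-5p (−0.10). The locus as a group had a camera padj of 9.28e-04 (0.281 with an estimated correlation), with 13 down and 1 up adjusted over the list alone. The remaining falls were miR-129-1-3p (−0.22, SE 0.048, padj = 0.00524), miR-6953-3p (−0.23), miR-362-5p (−0.21) and miR-330-3p (−0.10). miR-451a fell together with miR-144-3p and miR-144-5p from the same red blood cell transcript (list median −0.349, 3 of 3 down adjusted over the list alone). Their group test gave a camera padj of 0.00317, which became 0.221 with an estimated correlation. With the mean of miR-144-3p and miR-144-5p, which share its transcript, as a covariate the LFC of miR-451a was −0.075 (SE 0.045, padj = 0.381). Quantile normalization gave 10 rises and 7 falls in place of 8 and 15, and leaving out 1 mouse gave 13 to 28 calls.

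**Figure D3:**
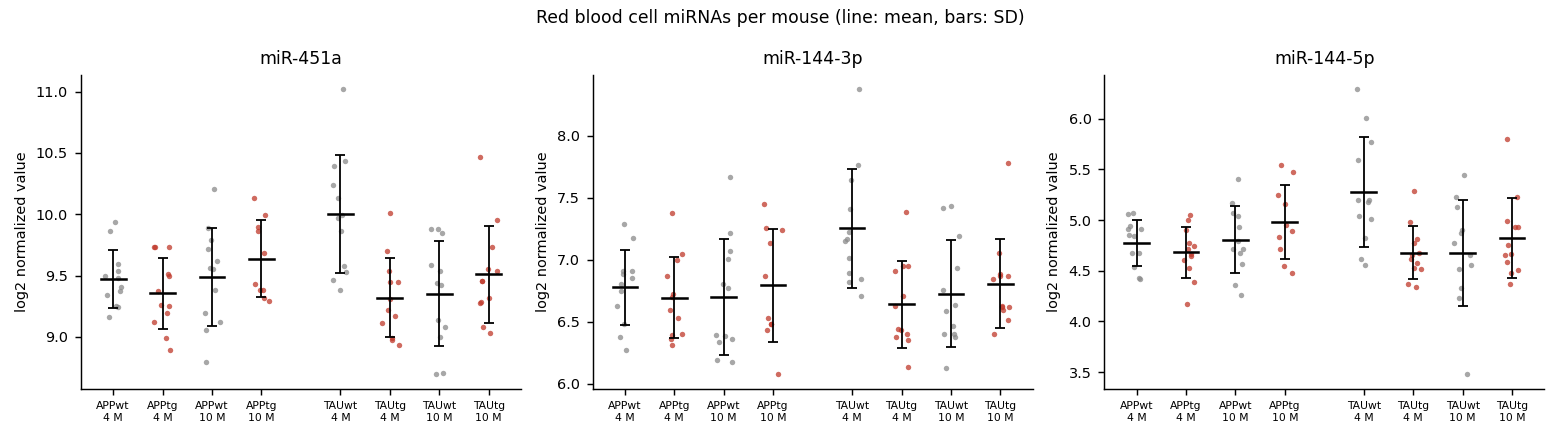
Log2 normalized value (y axis) of miR-451a, miR-144-3p and miR-144-5p in each mouse of the 8 groups (x axis; grey WT, red TG; n = 12 per group, 10 for APPtg 10 M); lines are means and bars SD. The TAUwt 4 M mice are the highest group for miR-451a, and the other groups lie between 9.32 and 9.64.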

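Between TAUtg and TAUwt mice at 4 M (n = 12 each), 5 miRNAs rose and 19 fell, among them miR-409-5p (LFC −0.62, SE 0.14, padj = 0.0119) and miR-666-5p (−0.24, SE 0.051, padj = 0.00606). Between APPtg and APPwt mice at 4 M (n = 12 each), 5 rose and miR-301b-3p alone fell, although with library weights the APPtg split was 7 rises and 6 falls, and in a fit of all 8 groups 5 and 4. In the direct test of the difference between the models, limma called 2 of 644, with 77 at an unadjusted p under 0.05. Leaving out 1 mouse gave 0 to 4 of these calls, and leaving out the lowest 0.25 of miRNAs gave 0. miR-487b-5p fell in TAUtg but not in APPtg mice (LFC difference 1.22, SE 0.28, padj = 0.0268). miR-187-3p rose in TAUtg but not in APPtg mice (difference −0.26, SE 0.064, padj = 0.0364). As a group, the 84 Dlk1-Dio3 miRNAs differed between the models (median difference 0.106, 79 of 84 above 0, camera padj = 2.22e-15, and 0.00351 with an estimated correlation), although 1 of them passed singly. For miR-211-5p (0.41, SE 0.16, padj = 0.292), miR-146a-5p (0.48, SE 0.14, padj = 0.128), miR-142a-5p (0.22, SE 0.071, padj = 0.143) and miR-451a (0.56, SE 0.21, padj = 0.292) no difference between the models passed. With libraries shifted to a common median the difference of the locus had a padj of 0.0796 with an estimated correlation, and TAUtg mice had 3 rises and 8 falls. Leaving out 1 mouse gave 10 to 27 calls in TAUtg mice.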

By assessing the transgene effects in APPtg and TAUtg mice separately, it becomes clear that TAUtg mice have more significantly differentially expressed miRNAs than the APPtg mice (24 vs 6 miRNAs; padj< 0.05), although the effects are weak. 

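In TAUtg 4 M mice 12 miRNAs of the imprinted Dlk1-Dio3 locus fell, a maternally expressed cluster that is abundant in neurons. The largest falls were those of miR-487b-5p (LFC −0.74, SE 0.18, padj = 0.0120), miR-409-5p and miR-1193-3p (−0.39, SE 0.12, padj = 0.0493). Then came miR-666-5p, miR-544-3p (−0.22), miR-433-5p (−0.22), miR-666-3p (−0.21), miR-758-3p (−0.20), miR-665-3p (−0.18), miR-540-3p (−0.16), miR-431-3p (−0.15) and miR-434-5p (−0.15). The 84 measured miRNAs of the locus (12:109452823–110281097 on GRCm38) fell as a group (median LFC −0.099, camera padj = 5.00e-15, and 0.0166 with an estimated correlation). Of them 73 were below 0, 12 were down over all miRNAs and 22 adjusted over the list alone, and none rose. The list was fixed after Table S2 had been seen. Per mouse, the mean of the 84 was 6.68 ± 0.079 (SD) in TAUtg against 6.80 ± 0.041 in TAUwt 4 M mice (difference −0.119, SE 0.026, permutation p = 8e-05), with 12 of 12 TAUtg mice below the TAUwt mean. In APPtg 4 M mice it differed by 0.024 (SE 0.020, permutation p = 0.257). A second group that fell was that of red blood cells, with miR-451a (−0.68, SE 0.16, padj = 0.0120), miR-144-3p (−0.61, SE 0.16, padj = 0.0301) and miR-144-5p (−0.60, SE 0.18, padj = 0.0493) down (camera padj = 3.79e-04, 0.164 with an estimated correlation). With the mean of miR-144-3p and miR-144-5p, which share its transcript, as a covariate the LFC of miR-451a was −0.11 (SE 0.065, padj = 0.423). The other falls were miR-501-3p (−0.37, SE 0.10, padj = 0.0374), miR-212-5p (−0.35, SE 0.10, padj = 0.0430), the neuronal miR-129-1-3p (−0.19, SE 0.052, padj = 0.0374) and miR-330-3p (−0.14, SE 0.034, padj = 0.0120). In APPtg 4 M mice 0 of the 84 Dlk1-Dio3 miRNAs and 0 of the 3 red cell miRNAs were called. miR-1193-3p lost its call in 33 of 48 fits that left out 1 mouse, and 8 of the 12 calls in the locus were kept after quantile normalization. With libraries shifted to a common median 6 were kept, and the camera padj with an estimated correlation was 0.0659.

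**Figure D4:**
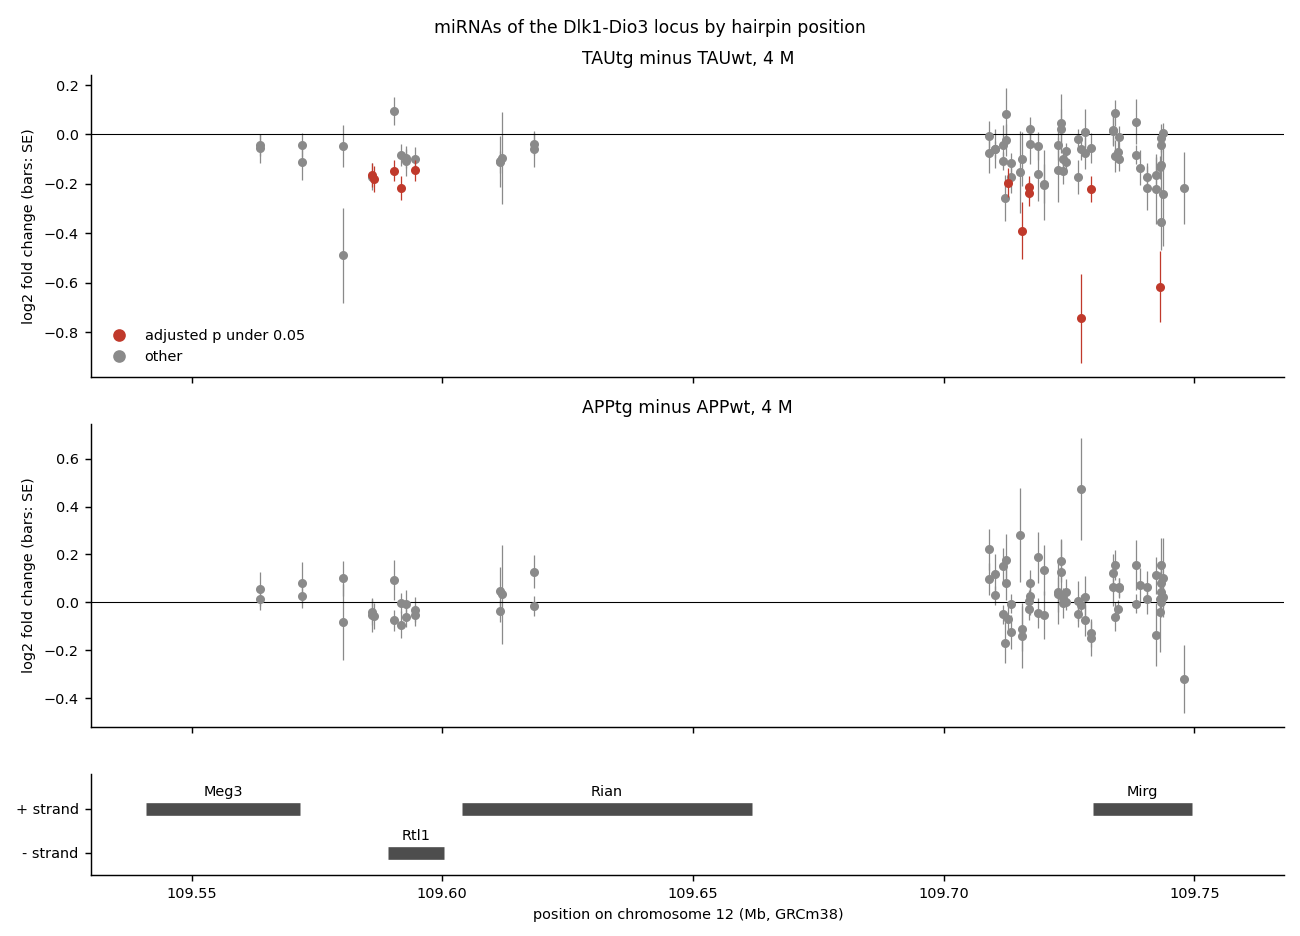
TG minus WT log2 fold change at 4 M (y axis, bars SE) of the 84 miRNAs of the Dlk1-Dio3 locus by hairpin position on chromosome 12 (x axis, Mb, GRCm38) in TAUtg (top) and APPtg mice (middle), with genes of the locus below; red points have padj under 0.05. In TAUtg mice 73 of 84 lie below 0 along the whole cluster (median −0.099), and in APPtg mice the median is 0.017.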

Not only do TAUtg mice display more down-regulated miRNAs (*n* = 19, LFC: -0.74 to − 0.14, for instance miR-487b-5p and miR-451a) than APPtg mice (*n* = 1, miR-301b-3p, LFC: − 0.32), their LFCs are also more pronounced. Conversely, TAUtg and APPtg mice both show 5 significantly up-regulated miRNAs (APPtg, LFC: + 0.23 to + 0.63, including miR-211-5p and miR-146a-5p; TAUtg, LFC: + 0.14 to + 0.31, including miR-7b-5p and miR-344d-3p), although the extent of up-regulation is more pronounced in APPtg mice, and there is no overlap in affected miRNAs.

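In APPtg 4 M mice miR-211-5p, miR-146a-5p, miR-542-3p, miR-142a-5p and miR-152-3p rose. In TAUtg 4 M mice miR-7b-5p (LFC 0.31, SE 0.085, padj = 0.0374), miR-344d-3p (0.25, SE 0.060, padj = 0.0120), miR-3099-3p (0.21, SE 0.046, padj = 0.00606), miR-342-5p (0.16, SE 0.050, padj = 0.0493) and miR-187-3p (0.14, SE 0.042, padj = 0.0493) rose (limma). The lists share 0 miRNAs in either direction. Lists of these lengths drawn independently would share 0.0388 rises and 0.0295 falls, so lists this short seldom overlap. Several of these miRNAs had the same sign in the other model without passing. miR-7b-5p was at 0.17 (SE 0.094, padj = 0.476) and miR-344d-3p at 0.12 (SE 0.078, padj = 0.537) in APPtg mice. miR-211-5p was at 0.22 (SE 0.12, padj = 0.352) and miR-146a-5p at 0.12 (SE 0.11, padj = 0.665) in TAUtg mice. Of 30 miRNAs called in either model, 27 had the same sign in both, while over all 644, which are not independent replicates, the LFCs had a correlation of 0.0411. miR-7b-5p was also higher in TAUtg mice at 10 M (0.26, SE 0.085, padj = 0.04996). miR-342-5p and miR-187-3p lost their calls in 41 and 38 of 48 fits that left out 1 mouse, and miR-542-3p in 27 of 46.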

### Aging-induced miRNA changes

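In WT mice, miR-296 and miR-298 at the imprinted Gnas locus fell between 4 M and 10 M, as did the miR-466, miR-467 and miR-669 families, most of whose hairpins lie in an intron of the imprinted gene Sfmbt2. All 4 members of the Gnas group fell (median LFC −0.714, camera padj = 3.93e-14, and 6.08e-06 with an estimated correlation). Of the Sfmbt2 group 12 of 19 fell, or 15 adjusted over the list alone, and 19 of 19 lay below 0 (median −0.343, camera padj = 3.00e-14, and 9.48e-06 with an estimated correlation). Among them were miR-467c-5p (−0.61, SE 0.12, padj = 1.40e-04), miR-466d-3p (−0.49, SE 0.12, padj = 0.00247), miR-466b-3p (−0.46, SE 0.095, padj = 2.95e-04) and miR-467a-5p (−0.31, SE 0.047, padj = 8.70e-07). Both lists were fixed after Table S2 had been seen, and the Sfmbt2 members are near-identical copies, so which copy a read came from is uncertain. Of the miR-17~92 family, miR-18a-5p (−0.24, SE 0.062, padj = 0.00525), miR-17-3p (−0.18), miR-19a-3p (−0.15), miR-17-5p (−0.13) and miR-19b-3p (−0.096) fell and miR-93-5p rose (0.080). Its group test gave a camera padj of 0.0255, which was 0.254 with an estimated correlation. miR-212-5p (−0.27, SE 0.078, padj = 0.0134) and miR-212-3p (−0.11, SE 0.036, padj = 0.0393) fell too, 2 of 4 of their cluster with miR-132 (camera padj = 0.0492, 0.254 with an estimated correlation). limma called 19 rises and 31 falls among 644 miRNAs (4 groups of 12 WT mice, in a fit of all 94), the rises being small (0.080 to 0.25).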

Assessment of the effects of aging (comparing 4 M to 10 M mice) in APPtg and TAUtg mice combined, results in 50 significantly differentially expressed miRNAs (padj < 0.05; see Additional file 4: Figure S3). 

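Among the rises with age were miR-193a-3p, found in astrocytes (SE 0.058, padj = 0.00145), miR-16-1-3p, from the Dleu2 transcript (SE 0.061, padj = 0.0112), and the hypoxia-induced miR-210-3p (LFC 0.19, SE 0.042, padj = 0.00122). miR-592-5p (0.18, SE 0.043, padj = 0.00188), miR-203-3p (0.16), miR-1981-5p (0.15), miR-434-3p (0.14), miR-344-3p (0.13), miR-181b-5p (0.13) and miR-26b-3p (0.12) followed. Among the falls, miR-296-5p had the lowest padj (SE 0.064, padj = 5.03e-18), ahead of miR-298-5p (−0.55, SE 0.068, padj = 5.59e-10), miR-296-3p (SE 0.11, padj = 4.54e-06) and miR-298-3p (SE 0.18, padj = 9.17e-05). On GRCm38 the hairpin of miR-296 lies at 2:174267047–174267125 and that of miR-298 at 2:174267504–174267585. The level of miR-296-5p went from 5.99 ± 0.15 to 5.23 ± 0.28 (SD, n = 12 each) in APPwt mice and from 6.07 ± 0.17 to 5.27 ± 0.28 in TAUwt mice. That of miR-193a-3p went from 9.20 ± 0.19 to 9.36 ± 0.19 in APPwt and from 9.03 ± 0.23 to 9.38 ± 0.16 in TAUwt mice. In TG mice the level of miR-296-5p went from 5.99 ± 0.14 to 5.04 ± 0.16 (APPtg) and from 6.11 ± 0.22 to 5.38 ± 0.21 (TAUtg). miR-298-3p lies near the low end of the values (mean −0.33), so its LFC is the least precise of the 4.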

The most strongly up-regulated “age associated” miRNAs include miR-193a-3p (LFC: + 0.25) and miR-16-1-3p (LFC: + 0.22) and the most strongly down-regulated miRNAs include miR-298-3p (LFC: − 0.92), miR-296-5p (LFC: − 0.78) and miR-296-3p (LFC: − 0.65).

When assessing APPtg and TAUtg mice separately, aging induces slightly more significantly differentially expressed miRNAs in TAUtg than in APPtg mice (30 vs 23, padj< 0.05). 

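Between 4 M and 10 M, 5 miRNAs rose and 18 fell in APPwt mice, and 10 rose and 20 fell in TAUwt mice (n = 12 per group, limma). The age term of this model is estimated in WT mice. In APPwt mice the falls after miR-298-3p were led by miR-202-5p (LFC −0.90, SE 0.23, padj = 0.0156), miR-467c-5p (−0.79, SE 0.15, padj = 0.000922), miR-296-5p (−0.76, SE 0.078, padj = 8.05e-10) and miR-296-3p (−0.66, SE 0.14, padj = 0.00343). The APPwt rises were miR-3087-3p (0.36, SE 0.088, padj = 0.0109), miR-6516-5p (0.35, SE 0.078, padj = 0.00425), miR-380-5p (0.26), miR-592-5p (0.21) and miR-210-3p. In TAUwt mice miR-298-3p (−0.90, SE 0.24, padj = 0.0235), miR-296-5p (−0.80, SE 0.090, padj = 1.06e-08), miR-451a (−0.65, SE 0.16, padj = 0.0144) and miR-296-3p (−0.63, SE 0.15, padj = 0.00850) fell most. The largest TAUwt rises were miR-7075-3p (0.38, SE 0.091, padj = 0.00850), miR-193a-3p (0.35, SE 0.082, padj = 0.00850), miR-210-3p and miR-101a-5p (0.19, SE 0.051, padj = 0.0238). Of the red cell list, miR-451a and miR-144-5p fell in TAUwt mice over all miRNAs, and 3 of 3 adjusted over the list alone (median −0.598, camera padj = 0.00101, 0.178 with an estimated correlation). All 12 TAUwt 10 M mice lay below the TAUwt 4 M mean of miR-451a. With the mean of miR-144-3p and miR-144-5p as a covariate miR-451a was at −0.12 (SE 0.064, padj = 0.336). With the red cell mean as a covariate for the other miRNAs the TAUwt calls went from 30 to 18. Leaving out 1 mouse gave 16 to 26 calls in APPwt and 16 to 33 in TAUwt mice.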

Aging is expected to produce similar miRNA changes among the two different transgenes, and we find 8 down-regulated miRNAs (including miR-298-3p (APPtg LFC: − 0.95; TAUtg LFC: − 0.90) and miR-296-5p (APPtg LFC: − 0.76; TAUtg LFC: − 0.80)) and 1 miRNA up-regulated (miR-210-3p (APPtg LFC: 0.14; TAUtg LFC: 0.23)) in both models. 

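Falling with age in both APPwt and TAUwt mice were 9 miRNAs: miR-296-5p, miR-296-3p, miR-298-5p, miR-298-3p, miR-466b-3p, miR-467a-5p, miR-669a-3p, miR-484 and miR-1983. Lists of 18 and 20 drawn independently from 644 would share 0.559 (Fisher's exact test, p = 1.43e-10). That test takes miRNAs as independent draws. The arms of miR-296 and miR-298, and the copies of the miR-466, miR-467 and miR-669 families, are not, so the p overstates the evidence. miR-210-3p alone rose in both (SE 0.040, padj = 0.0340 in APPwt and SE 0.059, padj = 0.0150 in TAUwt mice), where 0.0776 would be shared by chance (Fisher's exact test, p = 0.0755). The 4 miRNAs of the Gnas locus had nearly the same median fall in APPwt (LFC −0.711, camera padj = 1.02e-10, and 1.12e-04 with an estimated correlation) and in TAUwt mice (−0.716, camera padj = 4.31e-10, and 4.76e-04 with an estimated correlation). The Sfmbt2 list fell in APPwt mice with 9 of 19 down (median −0.362, camera padj = 3.76e-12, and 1.12e-04 with an estimated correlation) and in TAUwt mice with 6 of 19 (median −0.283, camera padj = 6.39e-09, and 0.00151 with an estimated correlation). Adjusted over the list alone, 11 of 19 were down in each. Per mouse, the mean of the Sfmbt2 list fell by 0.344 (SE 0.058, permutation p = 1e-05) in APPwt and by 0.313 (SE 0.052, permutation p = 1e-05) in TAUwt mice. All 12 mice of each 10 M group lay below the 4 M mean. miR-484 (−0.18 and −0.13) and miR-1983 (−0.21 and −0.18) fell by less. The APPwt and TAUwt mice are separate animals, so these overlaps do not come from shared controls.

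**Figure D5:**
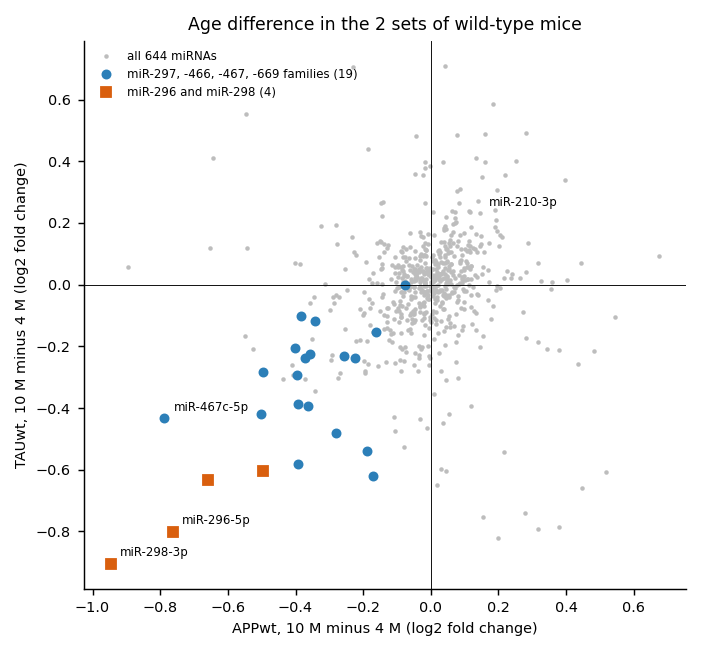
10 M minus 4 M log2 fold change in APPwt mice (x axis) and TAUwt mice (y axis), each point 1 of 644 miRNAs; orange squares are miR-296 and miR-298, and blue points the 19 members of the miR-297, miR-466, miR-467 and miR-669 families. The orange and blue groups lie below 0 in both sets of mice (medians −0.711 and −0.362 in APPwt).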

Overall, aging induces moderate changes in miRNA expression that are similar among APPtg and TAUtg mice.

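Tested directly, no miRNA passed for a difference in aging between APPwt and TAUwt mice. This does not show that none differed, and the power of the test was not simulated. limma called 0 of 644 for the difference, with 51 at an unadjusted p under 0.05 and a lowest padj of 0.476. miR-296-5p differed by 0.038 (SE 0.12, padj = 0.938), miR-298-3p by −0.041 (SE 0.34, padj = 0.980) and miR-210-3p by −0.088 (SE 0.071, padj = 0.813). Larger gaps, for miR-202-5p (−0.95, SE 0.31) and miR-451a (0.67, SE 0.21), did not pass either (padj = 0.476 each). Of the 43 miRNAs called in either set of mice, 38 had the same sign in both. Over all 644 the LFCs had a correlation of 0.208 across miRNAs, which are not independent replicates. As groups, the red cell miRNAs (median difference 0.627, camera padj = 6.26e-04, 0.241 with an estimated correlation) and the epithelial miR-200 family (0.355, camera padj = 0.0170, 0.757 with an estimated correlation) differed with the preset correlation only. From the miRNAs that changed with age in both models, the paper concludes that aging changes miRNAs in a similar way in APPtg and TAUtg mice.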

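Shared between the models at 10 M were rises of miR-155-5p, miR-142a-5p and miR-146a-5p, which are myeloid or inflammation-associated, and of miR-455-5p, miR-203-3p, miR-23a-3p, miR-15b-5p and miR-17-3p. Against their WT littermates 36 miRNAs rose in APPtg and 20 in TAUtg mice, and lists of these lengths drawn independently would share 1.12 and not 8 (Fisher's exact test, p = 3.35e-06). That test takes miRNAs as independent draws, which they need not be. Falls shared at 10 M were those of miR-1843a-5p, miR-1843b-5p, miR-341-3p and miR-431-3p, among 49 in APPtg and 23 in TAUtg mice (1.75 expected, Fisher's exact test, p = 0.0893). With libraries shifted to a common median there were 25 rises and 56 falls in APPtg and 17 rises and 10 falls in TAUtg mice. The interaction differed between the models for 9 miRNAs by limma's test. Beside miR-211-5p, miR-10a-5p, miR-155-5p and miR-142a-5p, it was larger in APPtg mice for miR-202-5p (difference 1.57, SE 0.45, padj = 0.0492) and miR-27a-3p (0.31, SE 0.087, padj = 0.0492). It was lower in APPtg mice for miR-6985-3p (−1.40, SE 0.39, padj = 0.0492), miR-495-5p (−0.85, SE 0.22, padj = 0.0243) and miR-3087-3p (−0.73, SE 0.18, padj = 0.0165). The Dlk1-Dio3 miRNAs, lower in TAUtg mice from 4 M on, were lower in both models at 10 M. In TAUtg mice their median was −0.097 with 11 down (camera padj = 8.98e-12, and 0.0147 with an estimated correlation), and in APPtg mice −0.071 with 17 down (camera padj = 7.86e-07, and 0.0347 with an estimated correlation). In the same APPtg mice the neuronal marker mean was lower by 0.105 (SE 0.0254, permutation p = 0.00101), and the Dlk1-Dio3 mean less the neuronal mean differed by 0.016 (SE 0.031, permutation p = 0.616). miR-202-5p, miR-27a-3p and miR-6985-3p lost their calls in 67, 64 and 58 of 94 fits that left out 1 mouse. For the Dlk1-Dio3 list in APPtg 10 M mice, the padj with an estimated correlation was 0.112 with libraries shifted to a common median.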

To summarize, we can conclude that APPtg and TAUtg transgenes induce transgene-specific and transgene-indistinct changes in miRNA networks. Transgene-specific alterations can occur due to the distinct nature of the mouse models’ pathology, and it is therefore highly intriguing to find overlaps. These overlaps may contribute to shared features in the phenotypes of both mouse models, for instance the shared cognitive phenotype as previously described [5, 21, 22]. We focus our study further on the 8 miRNAs discussed above that show a significant age*genotype effect (padj< 0.05) when combining the APPtg and TAUtg datasets (i.e. commonly deregulated) and show more than 20% change (i.e. LFC > + 0.26 or LFC < − 0.32; see Fig. 1c).

### Confirmation of changes in a separate cohort of APPtg mice and in AD patients

It is important to corroborate changes in miRNA expression by independent methods [40]. We therefore measure expression of the eight selected miRNAs in an independent new cohort of APPtg mice using semi-quantitative qPCR. The changes in miR-301b-3p and miR-451a, in APPtg mice as mentioned above were small and could not be confirmed using qPCR in the new APPtg cohort (Fig. 1d). However, the age*genotype interaction effect for miR-142a-5p, miR-146a-5p, miR-155-5p, miR-211-5p and miR-455-5p (*p* < 0.01; Fig. 1d) is confirmed in the new cohort. miR-10a-5p shows significant main effects for age and genotype, but not for the age*genotype interaction. Thus, the qPCR confirms that miR-10a-5p, miR-142a-5p, miR-146a-5p, miR-155-5p, miR-211-5p and miR-455-5p are truly upregulated in 10 M APPtg mice.

We next analyze the expression of the human homologues of the 6 verified miRNAs in hippocampal material from 28 neuropathologically verified AD patients and 20 non-demented control cases, previously used in [31]. Semi-quantitative qPCR data indicates increased miRNA expression in AD cases of hsa-miR142-5p (+ 72%), hsa-miR-146a-5p (+ 26%), hsa-miR-155-5p (+ 78%) and hsa-miR-455-5p (+ 54%; see Fig. 1e). Hsa-miR-211-5p shows too much variability across the samples, and therefore its alteration in human patients cannot be confirmed. Hsa-miR-10a-5p is too lowly expressed in human hippocampal tissue to be detected (qPCR cycle threshold > 35). 

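At 10 M, miR-155-5p (LFC 0.69, SE 0.11, padj = 1.28e-04), miR-146a-5p (0.41, SE 0.11, padj = 0.0205), miR-455-5p (0.28, SE 0.068, padj = 0.00833) and miR-142a-5p (0.28, SE 0.050, padj = 4.09e-04) were higher in TAUtg than in TAUwt mice (n = 12 each, limma). Of the TAUtg 10 M mice, 12 of 12 lay above the TAUwt mean for miR-155-5p, miR-455-5p and miR-142a-5p and 11 of 12 for miR-146a-5p. Above every TAUwt mouse lay 9 of 12 for miR-155-5p 7 of 12 each for miR-146a-5p and miR-455-5p, and 1 of 12 for miR-142a-5p. The same 4 miRNAs rose in APPtg 10 M mice, by 0.63 (miR-455-5p) to 1.82 (miR-155-5p). miR-10a-5p (0.20, SE 0.14, padj = 0.436) and miR-211-5p (0.24, SE 0.12, padj = 0.235) did not pass in TAUtg 10 M mice, although 11 of 12 lay above the TAUwt mean for miR-211-5p. The TAUtg interaction passed for none of these 6 miRNAs, so their TAUtg differences rest on the contrast at 10 M and are not shown to have grown with age. At 4 M, 12 of 12 TAUtg mice already lay above the TAUwt mean for miR-455-5p, 9 for miR-146a-5p, 8 for miR-155-5p and 6 for miR-142a-5p, although none of these was called at 4 M. Over the 7 members of the myeloid list, 4 rose and 1 fell in APPtg 10 M mice (camera padj = 5.15e-08, and 1.35e-05 with an estimated correlation), including miR-223-3p (0.57, SE 0.15, padj = 0.00692). In TAUtg 10 M mice 4 rose (camera padj = 1.17e-06, and 0.00145 with an estimated correlation), including miR-150-5p (0.17, SE 0.052, padj = 0.0340). Among the rises in both are the 3 selected on these same mice, so this is not independent evidence. The 4 other members had a camera padj of 0.771 (0.861 with an estimated correlation) in APPtg 10 M and 0.0224 (0.0364 with an estimated correlation) in TAUtg 10 M mice.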

We can conclude that miR-142a-5p, miR-146a-5p, miR-155-5p and miR-455-5p are upregulated in both mouse models of neurodegeneration (albeit more strongly in APPtg mice), in an independent cohort of APPtg mice, and in AD patients, whereas the increase in miR-10a-5p and miR-211-5p expression is only found in the APPtg mouse model for AD.

We further assessed whether the increase in miRNA expression was correlated to levels of pathology in both the mouse models of neurodegeneration and in sporadic AD patients. Spearman correlation and FDR *p*-value adjustment was performed on the miRNAseq-based expression of the 6 miRNAs and levels of soluble and insoluble Aβ40 and Aβ42 in APPtg mice and the levels of total TAU and phosphorylated TAU (AT8 and AT270 staining) in TAUtg mice. High (0.97<*R* > 0.58) and significant (padj< 0.005) correlations are found between all Aβ species and the miRNAs of interest in the amyloidosis mouse model (see Additional file 3: Figure S2B. By contrast, significant correlations could only be found between total TAU and miR-155-5p and miR-455-5p and between TAU Thr181 phosphorylation (AT270) and miR-146a-5p and miR-155-5p in the tauopathy mice (see Additional file 3: Figure S2E). In human samples, correlating protein levels of TAU, AT8, AT270, full length APP, soluble APPα and APP c-terminal fragments, as measured in [31], with the qPCR-based expression levels of the 5 expressed miRNAs, demonstrated that miR-155-5p is also significantly and positively correlated (*R* = 0.51, padj< 0.01) with levels of TAU Thr181 phosphorylation (AT270; see Additional file 3: Figure S2F).

### Deregulated miRNAs are predominantly expressed in neurons and can regulate neuronal functions

The two major cellular alterations in the mouse models used here are gliosis and loss of synapses and/or neurons [21, 22]. We therefore used fluorescent in situ hybridization (FISH) to find out in which cells the identified miRNAs are expressed. Five out of six miRNAs (miR-10a-5p, miR-146a-5p, miR-155-5p, miR-211-5p, miR-455-5p) are expressed predominantly in neurons, as shown by the clear binding of miRNA probe within the neuronal layers of the hippocampus (see Fig. 2). Specific miR-142a-5p FISH signal (i.e. different from scrambled probe) is not achieved in our hands, although this miRNA displays a predominant neuronal expression in Simian monkey brain [34]. Very little to no FISH-positive signal is observed in Gfap-positive astrocytes (see Fig. 2) or Iba1-positive microglia for all 5 miRNAs (data not shown). Thus, our data suggests that the 5 miRNAs, and likely miR-142a-5p, are mostly expressed in neurons.

**Fig. 2:**
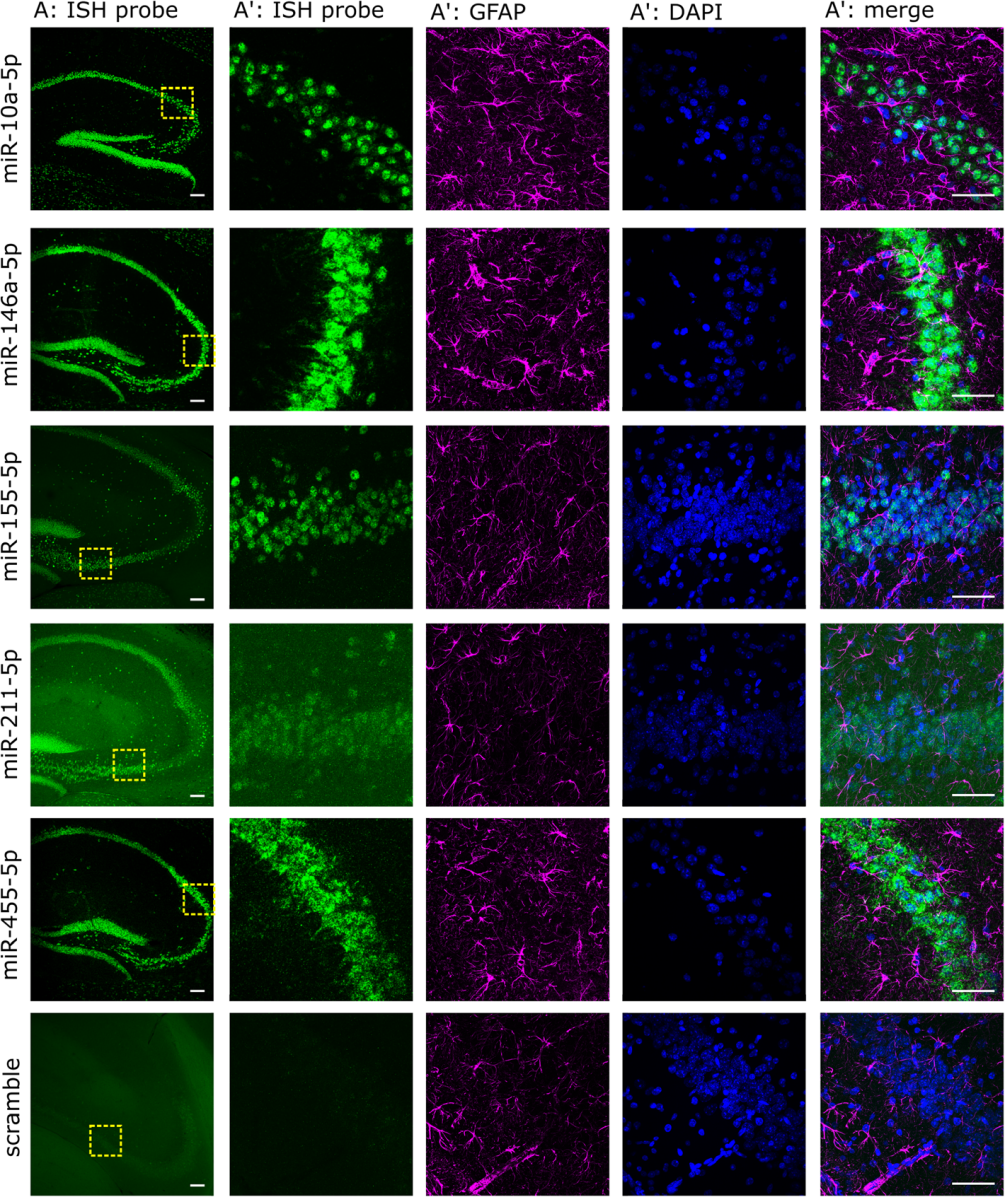
Deregulated miRNAs are expressed in neurons. Fluorescent in situ hybridization of 5 deregulated miRNAs combined with a nuclear counterstain (DAPI) and immunofluorescence for activated astrocytes (GFAP) in 10 M APPtg mice. A) All miRNA probes (rows) demonstrate high expression in hippocampal neuronal layers, except for the scrambled probe. Scale bar, 50 μm. A’) higher magnification of the yellow box indicated in A, demonstrating little expression of miRNA ISH probes in GFAP-positive cells. Scale bar, 100 μm

We identified their predicted targets by TargetScan Mouse v7.1, [47] (see Additional file 1: Table S3 for an overview). Predicted targets of 5 miRNAs (miR-455-5p did not show significant enrichment (FDR-adjusted *p*-value < 0.05) of gene ontology (GO) categories), demonstrate significant enrichment for GO categories as ‘Regulation of neurogenesis’ (GO: 0050767), ‘Signal transduction’ (GO: 0007165) and ‘Regulation of dendritic spine development’ (GO: 0060998; see Fig. 3). Targets of miR-155-5p also enrich significantly for immune-related GO categories, among which ‘Regulation of immune system process’ (GO: 0002682), ‘T cell activation’ (GO: 0042110), ‘T cell differentiation’ (GO: 0030217) and ‘Regulation of myeloid cell differentiation’ (GO: 0045637), most probably due to its reported immune-related function in myeloid cells [48]. However, the importance of this for the alterations in our mouse models is unclear given the high expression of this miRNA in neurons (see Fig. 2).

**Fig. 3:**
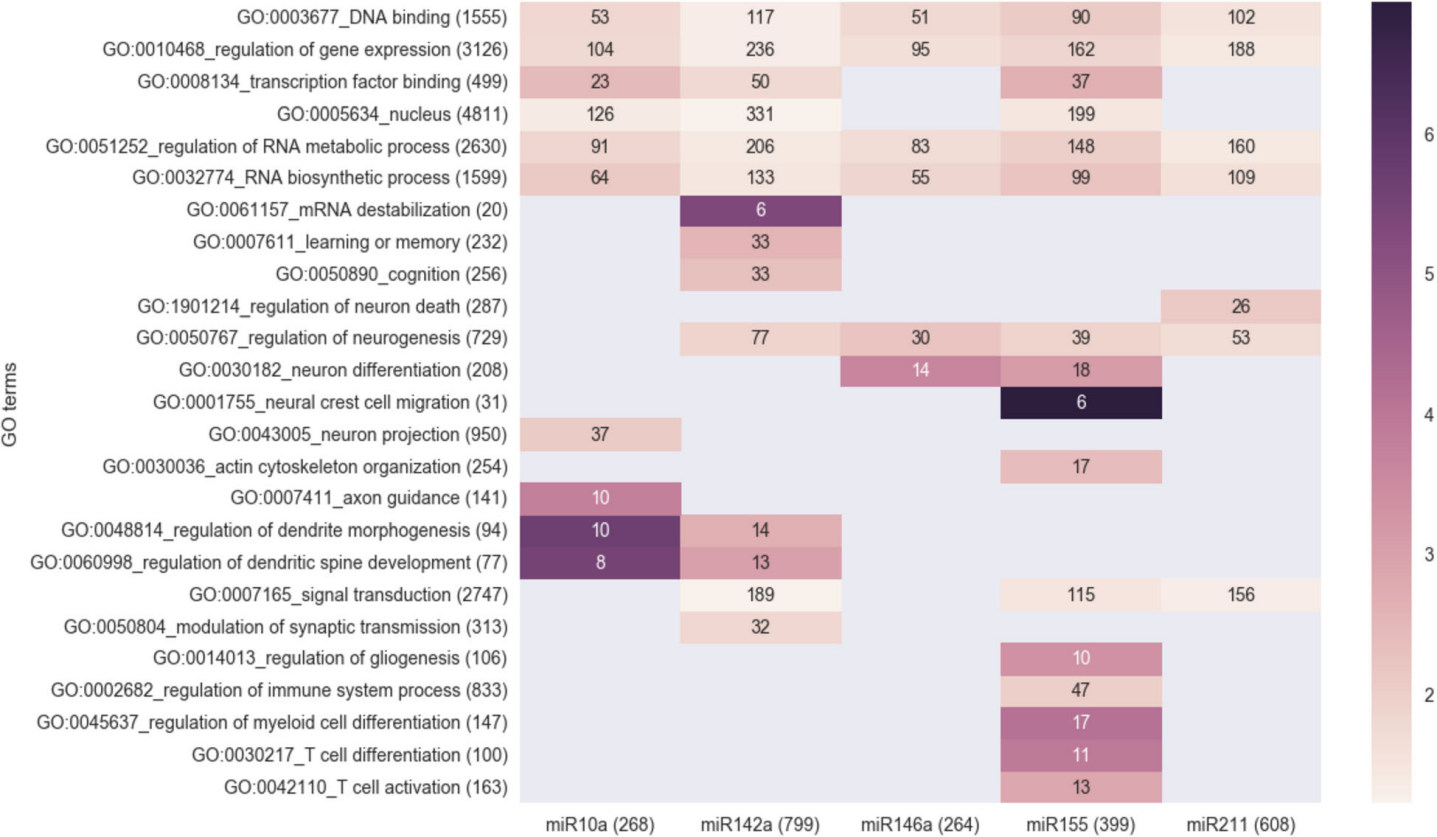
Gene ontology (GO) enrichment analysis on predicted targets of each upregulated miRNA. Numbers between brackets are the number of genes within each GO category or the number of predicted targets for each miRNA. Colors represent the enrichment score and only significantly enriched GO terms/miRNA target combinations are depicted (FDR-corrected *p*-value< 0.05). Numbers within each cell represent the number of predicted targets that fall into each GO category. No significant enrichment is observed for the predicted targets of miR-455-5p, which is therefore excluded from the heatmap

### Overexpression of miRNAs in wild-type mice does not induce cognitive impairments

Given that the upregulated miRNAs mainly target neuronal and synaptic transcripts, we wondered whether upregulation of these miRNAs would be sufficient to induce the cognitive alterations observed in APPtg and TAUtg mice [5, 21, 22]. We implanted intracerebroventricular guide cannulas into male C57BL/6 J mice (18–26 weeks of age, *n* = 9–12 per treatment group) and injected weekly a miR-mimic oligonucleotide to overexpress the 6 miRNAs individually or in a mix combining all 6 miR-mimics (miR-mix), or equimolar negative control oligonucleotide, to assess their impact on cognition (see Fig. 4a). Overexpression of one miRNA did not lead to overexpression of any of the other 5 miRNAs (data not shown). The miR-mix treated mice underwent a more extensive cognitive test battery (see Fig. 4a).

**Fig. 4:**
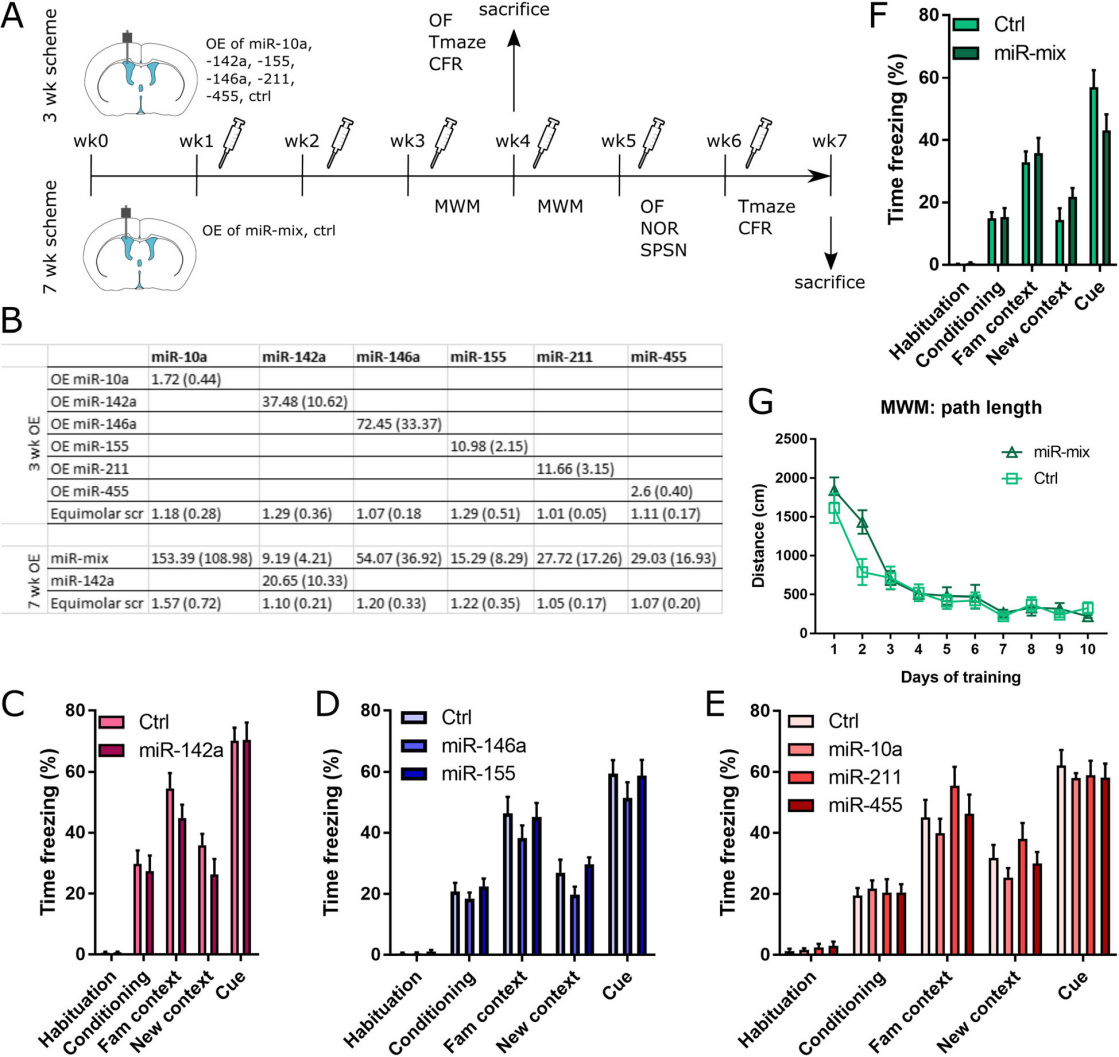
miRNA overexpression does not induce robust cognitive deficits in WT mice. **a**) Outline of behavioral study. Male mice (C57BL/6 J, 18–26 weeks ol, *n* = 9–12 per treatment group) were stereotactically implanted with an intracerebroventricular guide cannula and injected 1× per week with either a miR-mimic to overexpress individual miRNAs (3wk scheme), a mix of 6 miR-mimics (miR-mix; 7wk scheme) or negative control oligonucleotide (Ctrl). **b**) Mean fold change (SEM) compared to equimolar control oligonucleotide of miRNAs in the hippocampus after individual miRNA or miR-mix overexpression. **c**-**e**) Overexpression of individual miRNAs does not induce changes in cued or contextual conditioned fear responses. **f**) Path length in the MWM to find the submerged platform over 10 training days. MiR-mix treatment did not induce significant differences in learning ability. **g**) MiR-mix treatment does not affect cued or contextual conditioned fear response. OE: overexpression; wk.: week; OF: open field test; CFR: conditioned fear response; MWM: Morris water maze; NOR: novel object recognition test; SPSN: social preference/social novelty test

Weekly ICV injections of individual miR-mimics or miR-mix leads to a significant increase in the hippocampal expression of each miRNA (see Fig. 4b). miRNA overexpression is well tolerated, with no signs of heightened anxiety or altered locomotor behavior as shown by the open field test (see Additional file 5: Figure S4A, B). However, none of miR-mimic treatments significantly affect cognitive behavior, as measured by the ability to recognize the familiar arm in the T-maze (Additional file 5: Figure S4C), or freezing behavior when presented with the same context or the cued tone that was previously coupled to the shock in the contextual fear conditioning paradigm (see Fig. 4c-e, f). MiR-mix treatment is also not able to induce changes in spatial learning (Fig. 4g), nor in the ability to locate the hidden platform in the Morris Water Maze after 10 days of training (see Additional file 5: Figure S4D). Although both control-treated and miR-mix-treated mice are unable to distinguish the novel stranger from the familiar stranger mouse in the Social Preference/Social Novelty test (see Additional file 5: Figure S4E), their ability to distinguish a familiar and novel object remains intact (see Additional file 5: Figure S4F). Overall, these results indicate that overexpression of the 6 deregulated miRNAs does not induce robust cognitive impairments in C57BL/6 mice.

## Discussion

The current study provides a detailed outlook on the deregulation of the miRNA landscape in APPtg and TAUtg mice during pathology progression and neurodegeneration-related memory impairments and confirms 4 of the 6 identified miRNA changes in human brain. By using an unprecedented number of mice per group (*n* = 12/group) and highly homogeneous groups in terms of sex and age, our statistical power is strong enough to detect even subtle changes in miRNA expression with high confidence.

By performing a side-by-side comparison of APPtg and TAUtg mice we have identified that overexpression of TAU is sufficient to drive miRNA changes from 4 M of age, while miRNA disturbances in APPtg mice mainly occur as amyloid neuropathology has accumulated at 10 M of age. Although TAU can interact directly with RNA and RNA binding proteins [49–51], it remains unclear to date whether TAU plays a direct role in miRNA biogenesis [52] or whether our observed changes in miRNA expression in TAUtg mice are a secondary consequence.

We found 6 miRNAs (miR-10a-5p, miR-142a-5p, miR-146a-5p, miR-155-5p, miR-211-5p and miR-455-5p) to be commonly deregulated between APPtg and TAUtg mice and 4 of these (miR-142a-5p, miR-146a-5p, miR-155-5p and miR-455-5p) were upregulated in AD patients [40, 41, 43, 44, 53]. Upregulation of miR-142a-5p, miR-146a-5p and miR-155-5p has also been found in brains of patients with other neurological illnesses presenting with neuroinflammation and cognitive impairment, including Down’s syndrome, multiple sclerose, amyotrophic lateral sclerosis, virus-induced encephalitis and temporal lobe epilepsy patients [54–62].

It has been suggested that increases in the expression of miR-142a-5p, miR-146a-5p and miR-155-5p in patients and mouse models of neurodegeneration are due to a combination of disease-associated gliosis and glial expression of these miRNAs, although in situ evidence of glial expression of these miRNAs is lacking [55, 59, 63, 64]. Our ISH data, alternatively, suggest these ‘glia-specific’ miRNAs miR-142a-5p, miR-155-5p and miR-146a-5p are in fact mainly expressed in neurons [34, 60, 62, 65], with minimal expression in astrocytes and microglia, making it unlikely that the upregulated miRNA expression in our mice is from glial origin. Given the responsiveness of miR-146a-5p and miR-155-5p miRNAs to inflammatory factors such as NF-κB [66, 67], and NF-κB also being expressed in neurons [68], it could be speculated that the progressive neuroinflammation in these neurodegenerative mouse models induces neuronal expression of these miRNAs. Given the loss of neurons in patients with AD and in our TAUtg mouse model from 12 M onwards, the increased miRNA levels are real and not caused by changes in cell numbers. Single cell miRNA sequencing techniques are not yet readily available, but once those are developed, these will shed additional light on cell-type specific miRNA and target interactions in healthy and diseased conditions.

In the behavioral experiment we aimed to phenocopy the AD-like hippocampus-dependent deficits of our mouse models in WT mice, by overexpressing the 6 deregulated miRNAs either individually or in a mix. Neither treatment regimen induced robust cognitive deficits in WT mice, indicating that the identified miRNAs are not directly responsible for the disease process. It is difficult to interpret negative data, raising questions regarding the frequency and efficiency of miR-mimic delivery and their functional effect. Yet our titration experiment for dose determination demonstrates good dose-response curves and/or decreasing overexpression levels over time for all the miR-mimic treatments (see Additional file 2: Figure S1), demonstrating the technical feasibility of such infusion experiments. Indeed, both overexpression and downregulation studies in WT and TG mice have successfully been used in the past with the same delivery route and compounds to phenocopy or rescue various aspects of AD-related neurodegeneration or behavioral deficits [31, 69–71]. Thus our original hypothesis that these common upregulated microRNA are involved in the converging memory declining phenotype in these mice models, does not hold. Additional studies are now needed to investigate the alternative hypothesis, i.e. whether downregulating the miRNA using anti-miR oligonucleotides, in the AD model mice would aggravate their phenotypes.

It should be noted that the identified miRNAs have among their predicted targets several AD relevant proteins involved in Abeta generation (e.g. Aph1a, Aph1b) or TAU kinases (e.g. Gsk3β, Cdk5, Camk2a), phosphatases (e.g. Pten, Ppp2ca) and protein TAU itself (see Additional file 1: Table S4). Since the levels of (some) miRNAs correlate with increasing pathology load (see Additional file 3: Figure S2B&E), one is tempted to speculate that upregulation of these miRNAs may indeed exert a protective effect, i.e. dampen pathology. Further work is needed to investigate whether even stronger or earlier overexpression of these miRNAs in neurodegeneration mouse models might have a protective effect on the progression of AD-related pathology in these mice.

## Conclusions

The current study identified 6 miRNAs that become upregulated in 2 mouse models of neurodegeneration, 4 of which could be confirmed in AD patients. Upregulation of these miRNAs in WT mice was insufficient to drive cognitive impairment. It is possible that they contribute along with other deregulated (post)transcriptional pathways to cognitive deficits in AD models, however the opposite interpretation that these microRNA modulate pathology load in these mouse models requires further investigation.

## Additional files

Additional file 1: **Table S1.** Overview of miRNA FISH probes. **Table S2.** All significant miRNAs for age/genotype/age*genotype for APPtg and TAUtg combined, APPtg and TAUtg. **Table S3.** Predicted targets by TargetScan Mouse (v.7.1) for the six identifief miRNAs. **Table S4.** Predicted targets of miR-10a-5p, miR-142a-5p, miR-146a-5p, miR-155-5p, miR-211-5p and miR-455-5p that play a role in the production of amyloid-β or TAU (de)phosphorylation.

Additional file 2: **Figure S1.** Semi-quantitative qPCR data of the titration study to assess the degree of miRNA expression after various dosages of miR-mimic oligonucleotide (*n* = 2 per dose). For each miRNA the level of overexpression was determined either 1 week after receiving a 150, 75 or 15 pmol dose (green dots), or after 48 h (blue squares) when receiving either a 15 pmol dose (miR-142a-5, miR-146a-5p), or a 1.5–0.0015 pmol dose (all others). As expected, overexpression levels of miR-142a-5p and miR-146a-5p are higher 48 h than 1 week after infusion. Fold changes per dose are expressed in comparison to the expression levels of the miRNA in negative control infused mice (see Methods). (PNG 2150 kb)

Additional file 3: **Figure S2.** Correlation between miRNA expression and pathology load in APPtg and TAUtg mice and AD patients. A) Hippocampal levels of soluble and insoluble Aβ40 and Aβ42 levels were measured by ELISA in APPwt and APPtg mice at 4 M and 10 M of age. 2-way ANOVA demonstrates significant effects for age, genotype and age*genotype for all measured Aβ species, with 10 M APPtg mice having significantly higher expression compared to all other groups. ***:*p* < 0.001 (Tukey’s post-hoc analysis). B) Spearman correlation with false discovery rate (FDR) *p*-value adjustment, demonstrate significant correlations (*p* < 0.05) between all miRNAs and all Aβ species. C) Representative western blot of total TAU and phosphorylated TAU (as measured by AT8 & AT270). D) Quantification of the blots shown in C), demonstrating significant genotype effects for both TAU and phosphorylated TAU. Levels of phosphorylated TAU are normalized to both β-actin as well as to TAU expression levels. E) Spearman correlation with FDR p-value adjustment between the 6 miRNAs of interest and levels of TAU protein and phosphorylated TAU. The correlation coefficient is only stated in the cells of the table if it was statistically significant (*p* < 0.05), otherwise the cell reads ‘0’. F) Spearman correlation with FDR p-value adjustment between the qPCR-based expression levels of the 5 expressed miRNAs in human tissue and the protein levels of TAU, phosphorylated TAU (AT8 & AT270), full length APP (flAPP), soluble APPβ (sAPPbeta) and APP c-terminal fragments (CTFs) as measured by western blotting in [31]. Only cells with significant (p < 0.05) correlations state the correlation coefficient, the others read ‘0’. (PNG 3343 kb)

Additional file 4: **Figure S3.** Significantly differentially expressed miRNAs after statistical assessment of age*genotype interaction (int), age and genotype (gen) in APPtg and TAUtg mice combined (all) and separate. Colors represent log2(fold change) and only statistically significant (padj< 0.05) miRNAs are depicted. (PNG 2826 kb)

Additional file 5: **Figure S4.** Behavioral assessment after intracerebroventricular injections of individual or a mix of 6 miR-mimic oligos (miR-mix), or negative control (Ctrl). A) miRNA overexpression does not induce changes in locomotor behavior as measured by the total distance moved in the open field arena. B) MiR-mimic treatment does not affect anxiety-like behavior, as measured by the amount of time spent in the centre and corners of the open field arena. C) MiR-mimic treated groups do not differentiate better between novel and familiar arm than the control-treated group in the T-maze. D) After 10 days of training, both control and miR-mix-treated mice spend significantly more time in the target quadrant of the Morris Water Maze (one-sample t-test against 25 s, **, *p* < 0.01). E) Although both treatment groups spent significantly more time with the stranger mouse (Str1) than close to the empty cage in the Social Preference/Social Novelty test (one-sample t-test against 50%, **, *p* < 0.01), both do not differentiate between the novel (StrNov) and the familiar stranger (StrFam). F) Both control and miR-mix-treated mice spend significantly more time with the novel than the familiar object (one-sample t-test against 0, *, *p* < 0.05, **, *p* < 0.01). (PNG 3027 kb)

## Abbreviations

10 M: 10 months of age
4 M: 4 months of age
AD: Alzheimer’s disease
APPtg: APP^swe^/PS1^L166P^
Aβ: amyloid-β
CFR: Contextual fear response
Cp: Crossing points
DE: Differential expression
FISH: Fluorescent in situ hybridization
GO: Gene ontology
ISH: In situ hybridization
LFC: Log2-fold change
miRNA: microRNA
MWM: Morris water maze
NFT: Neurofibrillary tangle
NOR: Novel object recognition test
padj: Adjusted *p*-value after false discovery rate correction
RT: Room temperature
SPSN: Social preference/social novelty test
TAUtg: Thy-TAU22
Tg: Transgenic
Wt: Wild-type

How the deposited data were processed for this re-analysis (not part of the article)

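Small RNA from the left hippocampus of male APPtg and TAUtg mice and their WT littermates, 4 M or 10 M old, was sequenced by the paper's authors. Of 96 labelled mice, 94 have values: 12 in each of the 8 groups, except 10 in APPtg 10 M, since the paper excluded 2 mice of that group. The 2 mice are not in the deposited table and are not analysed here.

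The deposited table holds log2 values that the authors made before deposit. Per the paper, reads were trimmed, aligned to the mouse genome with Bowtie2 2.2.1, counted with featureCounts of Subread 1.4.4, filtered for low counts, normalized, and corrected with limma 3.22.7 for batch, RNA extraction group and RNA concentration. The labels do not assign libraries to batches, so the correction could not be repeated or undone. The values have 644 miRNAs in 94 columns, with 0 columns of no mapped sample and 0 missing values, and lie between −4.21 and 16.84. All tests below take them as they are, on the log2 scale. The correction by the authors used degrees of freedom that a later fit does not count. Raw read numbers per library are not in the table. Precision therefore comes from the spread between mice: each difference is given with its standard error, and the spread between mice includes the counting error of the sequencing. No within-group pair of libraries was identical or nearly so: the highest correlation of deviations from the group mean over 507 pairs was 0.216. Between libraries of different groups the highest was 0.509, and 0 libraries were identical to another. The first 2 principal components held 8.10% and 6.41% of the variance.

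Libraries were grouped by line, age and genotype. The tests used R 4.3.3 and limma 3.58.1, with lmFit and eBayes at default settings and Benjamini-Hochberg adjustment over the 644 miRNAs. A miRNA was called at an adjusted p under 0.05. Age (0 for 4 M, 1 for 10 M), genotype (0 for WT, 1 for TG) and their product were fitted in all 94 libraries (90 residual degrees of freedom) and in each line alone. Further comparisons were TG against WT at 10 M in each line, and the difference of each coefficient between the APP and TAU lines in a model of all 8 groups. The paper's fold threshold (0.26) was applied only where stated. Overlaps of calls were tested with Fisher's exact test, 1-sided, which takes miRNAs as independent draws, although members of a cluster are not. Differences of list means between groups were tested with 100000 permutations, of which 1e-05 is the smallest p they can give. The age*genotype interaction of list means per mouse came from a linear model in each line and is given with its standard error, without a test.

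Lists of miRNAs were written down before the deposited values were examined, but after the paper's Table S2 had been seen: markers of red cells, myeloid cells, oligodendrocytes, astrocytes, vascular cells, neurons, and choroid plexus or ependyma, and the inflammation-induced (NF-κB) miRNAs. Families and loci were miR-200, the Hox clusters, the cluster of miR-132 and miR-212, miR-17~92, Dlk1-Dio3, Sfmbt2, miR-296 with miR-298 at Gnas, miR-322 with miR-503 on the X chromosome, miR-344, miR-181 and let-7. Myeloid markers were also tested without those that the paper selected. The 8 and the 6 miRNAs that the paper selected from these mice were tested too. The red cell, NF-κB, Dlk1-Dio3, Sfmbt2, Gnas, miR-322, miR-344 and miR-132 lists were chosen with the values of Table S2 seen. Lists were tested with limma's camera at the preset correlation of 0.01 and again with a correlation estimated from the data, adjusted over the lists within each comparison. limma's fry was also run on each list, and its values are not given in the text. Genome positions are from the GRCm38 annotation.

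The miRNAs named in the text were chosen by a rule fixed before the data were examined: in each comparison every miRNA that the paper names for it, the 10 largest rises and the 10 largest falls among those called, up to 4 called members of each list with the largest change (or, where none was called, the 2 with the highest mean), and the 8 selected miRNAs. Table S2 had been seen when the rule was written. Where all calls of a comparison are listed, those outside the rule were named after their values were seen.

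The calculations were tested on simulated data with 644 miRNAs, of which 60 were changed, in 20 simulations per comparison. For the combined interaction, 54.5%, 81.0% and 98.25% of changes of 0.25, 0.5 and 1 were recovered, with 5.10% false among the calls. For the APPtg interaction these were 34.75%, 67.25% and 91.0% (5.33% false), for the TAUtg interaction 31.0%, 67.25% and 89.75% (5.78% false), for the 4 M TAUtg genotype comparison 49.75%, 84.25% and 97.5% (3.52% false), and for combined age 69.25%, 91.5% and 99.75% (5.03% false). With 0 changed miRNAs a simulation gave at most 1 call. Of lists of 20 miRNAs shifted by 0.2, camera called 20 of 20, and 0 of those not shifted. The noise was drawn independently for each miRNA, so these simulations do not give the error rate for lists whose members vary together.

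The alternatives were set before the data were examined: leaving out the lowest 0.25 of miRNAs by mean value, shifting libraries to a common median, quantile normalization, a variance trend with a robust prior, library weights, the replicate number as a block, the red cell mean as a covariate (for a red cell miRNA, the mean of the other 2), an adjusted p under 0.01, coding of main effects as means over the other factor, a term for the line, a fit of all 8 groups together, and each library left out in turn. For every count of calls, 100 random splits of the libraries were also tried.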

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

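Of the tests in this part, those of fewer neurons, of more myeloid cells and of the red cell miRNAs were chosen after the result they address had been seen. The others were chosen before the deposited values were examined. Table S2, which holds many of the calls that these tests address, had already been seen when the lists were fixed. The others were therefore not blind to those calls.

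The response of 9 miRNAs to age and transgene together differed between the APP and TAU lines by limma's test. The APPtg interaction minus the TAUtg interaction was 2.25 for miR-211-5p, 1.57 for miR-202-5p, 1.25 for miR-10a-5p, 1.17 for miR-155-5p, 0.83 for miR-142a-5p and 0.31 for miR-27a-3p. It was −0.73 for miR-3087-3p, −0.85 for miR-495-5p and −1.40 for miR-6985-3p. At 4 M the TG minus WT difference differed between the lines for miR-487b-5p (1.22) and miR-187-3p (−0.26), and for the Dlk1-Dio3 list as a whole (median 0.106).

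The TG minus WT contrasts at 10 M are not listed by the paper and hold 85 calls in APPtg mice (36 up, 49 down) and 43 in TAUtg mice (20 up, 23 down).

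Several groups of miRNAs moved that the paper does not discuss as groups. The miR-17~92 family lay higher in the combined interaction (median 0.093), the APPtg interaction (0.17), and at 10 M in APPtg (0.19) and TAUtg mice (0.11). The Sfmbt2 list fell with age in the combined data (−0.34), in APPwt (−0.36) and in TAUwt mice (−0.28). The Dlk1-Dio3 list fell in the APPtg interaction (−0.14), where the interaction of its mean less the neuronal mean was within its error (−0.037, SE 0.038), in TAUtg mice at 4 M (−0.099) and 10 M (−0.097), and in APPtg mice at 10 M (−0.071), where it did not exceed the fall of the neuronal list (Dlk1-Dio3 mean less neuronal mean 0.016, SE 0.031, permutation p = 0.616). The myeloid markers that the paper did not select rose in TAUtg 10 M mice (median 0.20, with miR-150-5p called).

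In APPtg 10 M, the only group tested for this, a single library stood apart. Replicate 12 had a miR-455-5p value of 5.77, a gap of 0.564 of the group's range against a critical 0.466. The groups of 12 mice were not tested. Chance marks about 1 in 20 groups, 14 miRNAs were tested in this group, and 0.7 would be marked by chance.

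The fall of the Dlk1-Dio3 miRNAs in TAUtg 4 M mice was weighed against technical explanations and against fewer neurons. The TAUwt 4 M mice were not out of place, with a list mean that differed from APPwt 4 M by 0.00307 (SE 0.0198). After quantile normalization 8 of the 12 calls were kept (6 with libraries shifted to a common median), and with the red cell mean as a covariate 12 of 12, which argues against scaling or red cell RNA as the whole cause. Fewer neurons would lower the neuronal list alike, but within mice the Dlk1-Dio3 mean fell by 0.0990 (SE 0.0355) more than the neuronal mean. A lower transcription of the locus in TAUtg neurons may account for the fall but was not tested, and neither was an effect of the transgene's insertion site or of batches that the labels do not assign.

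The rise of miR-142a-5p, miR-146a-5p and miR-155-5p in 10 M APPtg mice kept 3 of 3 calls after quantile normalization. The highest adjusted p with any library left out was 0.00162, so neither scaling nor a single library accounts for it. Whether more myeloid cells or a higher level per cell lies behind it could not be told from these values. In the paper, in situ hybridization found miR-146a-5p and miR-155-5p mainly in neuronal layers, with little or no signal in astrocytes or microglia. It gave no specific signal for miR-142a-5p, and the paper considers a glial origin of the rise unlikely. The interaction of the mean of the other myeloid miRNAs was 0.0352 (SE 0.111), but this mean decides nothing because its members went both ways: at 10 M miR-223-3p rose (0.57, padj = 0.00692) and miR-150-5p fell (−0.20, padj = 0.0136).

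The fall of miR-451a, miR-144-3p and miR-144-5p in the TAU comparisons is consistent with blood left in the tissue. Within groups their deviations had a mean correlation of 0.856, though the hairpins are adjacent and come from a common transcript, which would give this in tissue too. The TAUwt 4 M mice were higher than APPwt 4 M mice by 0.499 (SE 0.157), so the fall may reflect a high WT group. A loss of vessels together with the blood is argued against, as the red cell mean fell by 0.694 (SE 0.204) more than the vascular mean in TAUtg 4 M mice. Whether the blood content differed for a biological reason stays open.

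Other splits of the libraries show how often a random grouping reached a count. With 100 splits, a share under 1 in 100 cannot be seen. The authors' correction kept the real age and genotype differences and was not redone for each split, which can favour the real grouping. The splits therefore do not exclude chance. For the differences between the lines, the line was shuffled within each age and genotype, so real line differences entered the noise of those splits. Of 100 splits, the real split included, 1 gave as many calls as the real grouping in each of the following. These were the combined interaction (13 calls, highest other split 4), combined age (50, highest other 1), combined genotype (23, highest other 4), APPtg interaction (18, highest other 8), APP age (23, highest other 2) and APP genotype (6, highest other 1). The others were TAU age (30, highest other 5), TAU genotype (24, highest other 4), APPtg at 10 M (85, highest other 21), TAUtg at 10 M (43, highest other 3), the difference in interaction (9, highest other 2) and the difference in genotype (2, highest other 0). For the TAUtg interaction and the difference in age, both with 0 calls by limma (38 and 51 at an unadjusted p under 0.05), 100 of 100 splits gave as many, which a count of 0 fixes in advance, so the splits say nothing about these (highest other 1).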

How the results depend on the processing

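The cause of the shifts below was not tested, except where fewer mice, fewer miRNAs or a stricter threshold make the shift by construction. Depth per library is unknown, so what depth limits could not be measured, and only the spread between mice sets the precision. Of 6078 values of named miRNAs under alternatives other than leaving out a library, 5364 kept their direction and side of the threshold, and of 18148 with a library left out, 16566 did. Over both, 8 reversed. All 14 counts stayed within 1.5 times under a variance trend with a robust prior, as did the 8 totals from a fit of all 8 groups and the 3 with a line term. In the fit of all 8 groups the APP genotype falls went from 1 to 4 (5 up and 4 down). No median of a called list changed sign under either scaling. The log2 offset was not run because the values are already log2, and the 2 excluded mice have no values to add.

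Quantile normalization gave 2 calls in the combined interaction (13 before), 1 in the TAUtg interaction (0) and 17 for TAU age (7 up, 10 down against 10 and 20). It gave 10 up and 7 down for combined genotype (8 and 15), 11 and 10 for the APPtg interaction (13 and 5), and 11 and 15 for TAU genotype (5 and 19). Libraries shifted to a common median gave 11 for TAU genotype (3 up, 8 down), 27 for TAUtg at 10 M (17 up, 10 down against 20 and 23) and 5 for the difference in genotype (1 up, 4 down against 1 and 1). They gave 2 up and 21 down for APP age (5 and 18) and 25 up and 56 down for APPtg at 10 M (36 and 49). Library weights gave 33 for the APPtg interaction (19 up, 14 down), 13 for APP genotype (7 up, 6 down against 5 and 1), 6 for the TAUtg interaction and 5 for the difference in genotype. The red cell covariate gave 4 in the combined interaction, 18 for TAU age and 4 for the difference in genotype. With the lowest 0.25 of miRNAs left out the difference in interaction had 5 calls and that in genotype 0 by limma (77 of 644 at an unadjusted p under 0.05 with all miRNAs in).

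At an adjusted p under 0.01 there were 2 calls in the combined interaction, 32 for combined age, 4 for combined genotype, 10 for APP age, 10 for TAU age, 3 for TAU genotype, 43 for APPtg at 10 M, 14 for TAUtg at 10 M, 3 for the difference in interaction and 0 for that in genotype. Mean effect coding gave 120 for combined age, 104 for combined genotype, 66 for APP age, 68 for APP genotype, 62 for TAU age, 96 for TAU genotype, 3 for the difference in age and 44 for that in genotype. It reversed miR-142a-5p in combined age (0.29), APP age (0.49) and the difference in age (0.35), miR-211-5p in APP age (1.12) and the difference in age (0.99), and miR-155-5p in the differences in age (0.57) and genotype (0.54). The mean over WT and TG mice takes in the 10 M APPtg rise by construction. The red cell covariate reversed miR-144-5p in TAU genotype (0.053, adjusted p = 0.835).

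Groups share replicate numbers, and libraries of the same number were less alike than others. Of 94 libraries, 2 correlated best with a library of their own number, where 7.5 would by chance. Over 309 pairs of the same number the mean correlation of deviations was −0.103, against 0.00908 for pairs of other numbers between groups. The labels do not say what the numbers mark, so a factor shared by number cannot be excluded. With the number as a replicate block there were 4 calls in the combined interaction, 10 for combined genotype, 15 for APP age, 12 for TAU age, 9 for TAU genotype, 21 for TAUtg at 10 M, 4 for the difference in interaction and 0 for that in genotype. The other 6 counts stayed within 1.5 times (43 for combined age, 12 for the APPtg interaction, 61 for APPtg at 10 M, 5 for APP genotype, 0 for the TAUtg interaction and the difference in age).

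Leaving out 1 library gave 8 to 15 calls in the combined interaction, 43 to 61 for combined age, 13 to 28 for combined genotype, 14 to 27 for the APPtg interaction, 16 to 26 for APP age, 5 to 9 for APP genotype, 71 to 92 for APPtg at 10 M and 0 to 0 for the difference in age. The combined interaction had 8 without any of 23 libraries: TAUtg 4 M 1 and 11; APPtg 10 M 1, 2, 4, 5, 6, 8, 10 and 12; APPwt 10 M 2, 5 and 10; APPtg 4 M 2; TAUwt 4 M 2, 3 and 12; APPwt 4 M 2, 5 and 11; TAUwt 10 M 4, 5 and 10. Combined genotype had 13 without TAUwt 4 M 9 or APPwt 4 M 12, 14 without TAUtg 4 M 4 or 12 or APPwt 4 M 4, and 15 without TAUtg 4 M 2 or 6, TAUwt 4 M 2 or 6 or APPwt 4 M 6. TAU age (16 to 33) had 16 without TAUwt 4 M 6, 17 without TAUwt 4 M 3 or 8, 18 without TAUwt 10 M 8 and 19 without TAUwt 4 M 7. TAU genotype (10 to 27) had 10 without TAUtg 4 M 4, 11 without TAUwt 4 M 6, 12 without TAUwt 4 M 4, 13 without TAUwt 4 M 2, 5, 7 or 9 or TAUtg 4 M 6 or 12, and 15 without TAUtg 4 M 11. TAUtg at 10 M (26 to 51) had 26 without TAUtg 10 M 9 and 28 without TAUtg 10 M 5 or TAUwt 10 M 3 or 12. The TAUtg interaction (0 to 2) had 2 without TAUtg 10 M 2 and 1 without TAUwt 4 M 4 or TAUwt 10 M 9. The difference in interaction (5 to 11) had 5 without APPtg 10 M 10. The difference in genotype (0 to 4) had 0 without TAUtg 4 M 3 or 9, APPtg 4 M 9 or APPwt 4 M 12, 4 without APPtg 4 M 2 or TAUwt 4 M 4, and 1 without APPtg 4 M 3, 5, 7, 10 or 11, TAUtg 4 M 2, 10, 11 or 12, TAUwt 4 M 2, 5, 8, 9 or 11 or APPwt 4 M 2, 4 or 5.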

Differences from the paper's values

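No value that the paper states in its text differed from the value computed here by more than the error and by more than 1.5 times, and the 187 values of Table S2 were obtained with a difference of 0. The statements below are those that the values do not bear out.

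The paper describes its age comparison as holding regardless of genotype and its genotype comparison as holding regardless of age. The values that it lists equal the 10 M minus 4 M difference in WT mice and the TG minus WT difference at 4 M. The interaction is drawn as 10 M TG mice against all other groups, while the listed values equal the TG minus WT difference at 10 M less that at 4 M. Coded as means over the other factor, an alternative set before the data were examined, combined age had 120 calls and combined genotype 104, against 50 and 23 by the 0/1 coding.

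The paper counts miR-301b-3p among the miRNAs that are already different at 4 M and become more different at 10 M. Here it was lower in APPtg mice at 4 M (−0.32) and differed by 0.06 (SE 0.070, padj = 0.642) at 10 M. miR-211-5p, miR-142a-5p and miR-146a-5p did grow from 4 M to 10 M.

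In a panel of the paper's first figure, the fold changes and adjusted p values printed for miR-301b-3p and miR-455-5p are those of each other here and in Table S2: 0.30 (padj = 0.0117) belongs to miR-301b-3p and 0.33 (padj = 0.0261) to miR-455-5p.

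The paper counts fewer miRNAs falling with age in both lines than the 9 found here and listed in its Table S2. The highest fold change in Table S2, and here, is 2.27 (miR-211-5p), slightly above the one in the paper's text and within its error (SE 0.15).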

Other observations

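At 10 M, several neuronal and activity-regulated miRNAs fell in APPtg against APPwt mice. Of the cluster of miR-132 and miR-212, which neuronal activity induces, miR-132-3p (LFC −0.34, SE 0.061, padj = 6.49e-05), miR-132-5p (−0.22, padj = 0.0225) and miR-212-3p (−0.20, SE 0.047, padj = 0.00216) fell and miR-212-5p did not pass (camera padj = 0.00924, 0.0506 with an estimated correlation). Of the neuronal list, miR-129-1-3p (−0.38, SE 0.077, padj = 4.25e-04), miR-128-3p (−0.25, SE 0.042, padj = 2.30e-05) and miR-129-5p (−0.21, padj = 0.00127) fell, 3 of 18, or 5 adjusted over the list alone (camera padj = 0.0108, 0.0574 with an estimated correlation). Of the miR-17~92 family 8 rose and 1 fell (camera padj = 3.56e-04, and 0.00831 with an estimated correlation, but 0.100 with libraries shifted to a common median), among the rises miR-19a-3p (0.25), miR-17-5p (0.25, SE 0.059, padj = 0.00263) and miR-20a-5p (0.19), the fall being miR-25-5p (−0.59, SE 0.19, padj = 0.0310). Both Hox cluster miRNAs were higher, miR-10b-5p by 1.44 (SE 0.34, padj = 0.00255), with wide spread in both genotypes (5.42 ± 1.01 in APPtg and 3.98 ± 0.99 in APPwt mice). Their list had a camera padj of 5.73e-04 (0.00674 with an estimated correlation). Its other member, miR-10a-5p, was selected by the paper on these same mice, so the list is not independent evidence. miR-32-5p (0.41, SE 0.072, padj = 3.80e-05), miR-339-3p (0.37, SE 0.058, padj = 5.89e-06), miR-27a-3p (0.36, SE 0.050, padj = 4.08e-07) and the hypoxia-induced miR-210-3p (0.27, SE 0.042, padj = 4.82e-06) rose too.

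In TAUtg 10 M mice miR-184-3p had the largest fall (−0.92, SE 0.17, padj = 4.09e-04), from 2.14 ± 0.24 in TAUwt to 1.22 ± 0.55 in TAUtg mice (SD, n = 12 each). In APPtg 10 M mice it was at −0.042 (SE 0.16, padj = 0.895). miR-3085-5p (−0.62, SE 0.13, padj = 0.00138) and, from the Dlk1-Dio3 locus, miR-409-5p (−0.50, SE 0.14, padj = 0.0312) fell as well. The largest rises were miR-344e-3p (1.04, SE 0.29, padj = 0.0270), miR-2137 (0.98, SE 0.24, padj = 0.00910), miR-1968-5p (0.77, SE 0.25, padj = 0.0490) and miR-455-3p (0.73, SE 0.18, padj = 0.00833), the other arm of the hairpin of miR-455-5p. miR-574-3p (0.28, SE 0.059, padj = 0.00225) rose by less. The miR-17~92 family had 2 of 19 up (camera padj = 9.98e-05, and 0.0268 with an estimated correlation), and the inflammation-induced list 2 of 7 (camera padj = 0.00519, and 0.0473 with an estimated correlation). The 2 of 7, miR-155-5p and miR-146a-5p, were selected by the paper on these same mice, so the inflammation-induced list is not independent evidence. With libraries shifted to a common median the padj with an estimated correlation was 0.0533 for both lists, and after quantile normalization 0.109 for the inflammation-induced list. Whether these 10 M contrasts differ between the lines was not tested.

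Both arms of the 2 Gnas hairpins had a mean 0.375 (SE 0.126, permutation p = 0.00679) higher in TAUtg than in TAUwt 10 M mice, with 0 of 4 called by limma over all miRNAs and 3 adjusted over the list alone (camera padj = 0.00751, 0.107 with an estimated correlation).

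The 8 selected miRNAs as a list had camera padj = 3.27e-05 in the combined, 1.32e-10 in the APPtg and 0.00461 in the TAUtg interaction, and the 6 had 2.89e-04, 4.55e-10 and 0.0222, all with an estimated correlation. They were selected on these mice, so this is not independent evidence. In the combined interaction the miR-17~92 family had 2 of 19 up (camera padj = 4.17e-04, and 0.0297 with an estimated correlation, but 0.0935 with libraries shifted to a common median and 0.0543 after quantile normalization), the inflammation-induced list 2 of 7 up (camera padj = 4.17e-04, and 0.00692 with an estimated correlation) and the Hox list 1 of 2 up (camera padj = 0.0446, 0.118 with an estimated correlation). The members up in the inflammation-induced list (miR-155-5p and miR-146a-5p) and in the Hox list (miR-10a-5p) are among those selected, so neither list is independent evidence. Some lists passed with the preset correlation only, and with 0 members called over all miRNAs. They were the vascular list in APPtg 4 M mice (median 0.158, camera padj = 0.0187, 0.216 with an estimated correlation) and the miR-200 family in the TAUtg interaction (0.620, camera padj = 5.84e-05, 0.0594 with an estimated correlation). The choroid plexus list in APPtg 10 M mice (0.213, camera padj = 0.0154, 0.469 with an estimated correlation) and let-7 in TAUtg 4 M mice (0.048, camera padj = 0.0470, 0.558 with an estimated correlation) were others. The astrocyte, miR-322 with miR-503, miR-344 and miR-181 lists had 0 camera calls in 14 comparisons, with lowest adjusted p values of 0.124, 0.108, 0.0880 and 0.195. Of the oligodendrocyte list miR-219b-5p alone was measured, and it was not called in any of the 14 (0.31, SE 0.14, padj = 0.333 in the combined interaction).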
